# Nelfb promotes dermal white adipose tissue formation through RNA polymerase II-mediated adipogenic gene regulation

**DOI:** 10.1242/dev.204976

**Published:** 2025-10-10

**Authors:** Samiksha Mahapatra, Julian Gomez, Uyanga Batzorig, Ye Liu, Celia Fernández-Méndez, Yifang Chen, George L. Sen

**Keywords:** Dermal white adipose, Adipocyte, Adipogenesis, *Nelfb*, *Pparg*, Transcription elongation, Cebp, Sox9, Wnt signaling, Transcriptional pausing

## Abstract

Dermal white adipose tissue (dWAT) is crucial for skin homeostasis, contributing to hair follicle regeneration, immune defense and skin wound healing. dWAT is formed and maintained by the differentiation of adipocyte precursors found in the dermis of the skin. While transcription factors that control adipocyte differentiation have been well characterized, other aspects of transcription control, such as pausing/elongation, are poorly understood. Here, we show that deletion of the transcriptional pause factor, Nelfb, from preadipocyte lineages in mice led to a failure of dWAT and other fat depot formation, perinatal lethality and reduced expression of adipogenic genes. Nelfb promotes an open chromatin structure and stabilizes RNA Polymerase II binding to *Pparg*, *Cebpa*, *Krox20* and *Stat3* to allow their transcription, which is necessary for adipocyte differentiation. Retroviral expression of *Pparg* in Nelfb-depleted cells restored adipocyte differentiation in cultured cells, while treatment of Nelfb-deleted mice with the Pparg agonist, rosiglitazone, allowed for dWAT formation and prolonged lifespan. These findings highlight the essential role of Nelfb in promoting the expression of key adipogenic genes that are necessary for dWAT formation and adipocyte differentiation.

## INTRODUCTION

Dermal white adipose tissue (dWAT), once seen as a simple fat depot, is now recognized as a dynamic layer essential for skin homeostasis (Zwick et al., 2018; Guerrero-Juarez and Plikus, 2018). dWAT is a significant contributor to the thickness of the skin, which can dramatically expand and shrink due to hair follicle cycling, cold stress or response to bacterial infection (Festa et al., 2011; Kasza et al., 2014; Zhang et al., 2015). This is in contrast to the more widely studied subcutaneous or visceral white adipose tissues, which have a relatively slower turnover rate (Spalding et al., 2008; Arner et al., 2011; Wang et al., 2013). Intradermal adipocytes are necessary for hair follicle regeneration through PDGF signaling and to secrete antimicrobial peptides such as cathelicidin during *Staphylococcus aureus-*mediated infection of the skin (Zhang et al., 2015; Festa et al., 2011). In addition, dWAT is necessary for skin wound repair through adipocyte lipolysis and subsequent lipid release (Shook et al., 2020; Zhang et al., 2021). This in turn causes recruitment of macrophages and generation of extracellular matrix from fibroblasts. Given the importance of dWAT for promoting healthy skin, it is necessary to understand how dWAT develops and is maintained. During development of the skin, reticular fibroblasts of the dermis give rise to preadipocytes, which form dWAT (Driskell et al., 2013). This population of adipocyte stem/progenitor cells undergoes self-renewal through Pdgfa/Pdgfra signaling, which maintains dWAT mass (Rivera-Gonzalez et al., 2016). Studies on how the preadipocyte fate is controlled as well as how they differentiate into mature white adipose tissue has mainly focused on transcription factors. This includes identification of DLK1 (Kim et al., 2007), SOX9 (Gulyaeva et al., 2018), MEIS1 (Gulyaeva et al., 2018) and PBX1 (Monteiro et al., 2011), which promote the precursor fate, while transcription factors such as PPARG, CEBPA, CEBPB, KROX20 (also known as EGR2) and STAT3 drive differentiation towards adipocytes (Lee et al., 2019). A potentially potent but understudied way to regulate adipogenic fate may include transcriptional pause/elongation mechanisms. We have already demonstrated the importance of this type of regulation in the epidermis, where transcription elongation factors such as SPT6 (SUPT6; Li et al., 2021) and CDK12 (Li et al., 2022) are necessary for promoting epidermal differentiation, while ELL (Li et al., 2020) is necessary for maintaining the epidermal progenitor state. Promoter-proximal pausing and subsequent release of RNA Polymerase II (RNA Pol II) is a key regulatory mechanism in metazoans, enabling rapid gene expression responses to environmental and developmental cues (Smith and Shilatifard, 2013). RNA Pol II pausing could potentially be a method to generate a poised state during development in which crucial gene promoters are loaded with paused RNA Pol II in anticipation of future activation (Liu et al., 2015). Negative elongation factor (NELF: composed of NELFA, NELFB, NELFC/D and NELFE), in collaboration with DRB sensitivity-inducing factor [DSIF: SPT4 (SUPT4) and SPT5 (SUPT5)], promotes RNA Pol II pausing (Vos et al., 2018). RNA Pol II pausing is released once positive elongation factor b (P-TEFb: CDK9 and cyclin T) phosphorylates DSIF, NELF and serine 2 (Ser2) of the RNA Pol II C-terminal domain (CTD) (Saunders et al., 2006). Upon phosphorylation, NELF dissociates from RNA Pol II, which allows RNA Pol II and DSIF to facilitate transcription elongation. *In-vivo*, Nelfb (a key component of NELF) is required for embryogenesis (Amleh et al., 2009). The role of Nelfb is dependent on the type of tissue or cells targeted, making it important to elucidate its function in different tissues. In certain contexts, Nelfb is important for proliferation, while in others it is required for proper functioning of a tissue. For example, Nelfb is necessary for embryonic stem cell proliferation (Williams et al., 2015) and expansion of muscle progenitor cells due to injury (Robinson et al., 2021). In the endometrium, Nelfb is needed for hormonal signaling (Hewitt et al., 2019) and it is essential for maintaining metabolic homeostasis in cardiomyocytes (Pan et al., 2014). Nelfb has also been shown to be necessary for mammary gland development (Nair et al., 2016) and T cell function (Wu et al., 2022). Notably, the role of Nelfb and RNA Pol II pausing in adipogenic fate determination is unclear. Here, we show that loss of Nelfb in preadipocyte lineages results in the absence of dWAT as well as other fat depot formation and perinatal lethality. Nelfb promotes RNA Pol II stabilization to the transcription start sites (TSS) of *Pparg*, *Cebpa*, *Krox20* and *Stat3* in adipocyte precursors, which primes the cells for an adipogenic fate. Without Nelfb, RNA Pol II destabilizes and chromatin condenses causing these regulators to be repressed, which prevents adipocyte differentiation. Retroviral *Pparg* expression restores adipocyte differentiation in Nelfb-deficient cells. Furthermore, rosiglitazone (Rosi) treatment of Nelfb-deficient mice restores dWAT formation and extends lifespan, highlighting the crucial role of Nelfb in adipogenesis.

## RESULTS

### Nelfb^−/−^ mice exhibit a disrupted dermal fat layer with a loss of dermal adipocytes

To determine if transcription elongation has any role in dWAT development or maintenance, we deleted Nelfb in preadipocyte lineages by crossing Nelfb^flox/flox^ mice with Pdgfra-Cre^+^ mice (Rivera-Gonzalez et al., 2016; Jeffery et al., 2014). This targeted knockout led to a marked reduction in *Nelfb* gene expression in the dermis of Nelfb^−/−^ (Nelfb^fl/fl^ Pdgfra-Cre^+^) mice compared to controls (CTL: Nelfb^wt/wt^ Pdgfra-Cre^+^ or Nelfb^fl/wt^ Pdgfra-Cre^+^) (Fig. 1A,B). Nelfb^−/−^ mice were significantly smaller and lower in body weight at postnatal day (P)6 (Fig. 1C,D). We analyzed skin morphology using Hematoxylin and Eosin (H&E) staining, which revealed that Nelfb^−/−^ dorsal skin was thinner than control skin (Fig. 1E-G) at P6. The thinner skin was due to the absence of formation of the dWAT layer, the skin being devoid of dermal adipocytes, which are normally interspersed between hair follicles within the dermis (Fig. 1E,F). To validate the absence of mature adipocytes in the Nelfb-deleted mice, Oil Red O staining was performed to visualize lipid-filled adipocytes in the dermis. Nelfb^−/−^ dermis showed drastically reduced Oil Red O-positive staining, in contrast to the CTL dermis (Fig. 1H,I). Notably Pparg (Rosen et al., 1999), a master regulator of adipogenesis, was decreased in the Nelfb^−/−^ dermis compared to controls (Fig. 1J,K). On the mRNA level, Nelfb deletion led to the downregulation of key adipogenic enzymatic, metabolic and regulator genes such as *Acot4*, *Adig*, *Plaat3*, *Elovl6*, *Pparg*, *Cebpa*, *Plin1*, *Krox20*, *Adipoq* and *Fabp4* from the dermis (Fig. 1L). The majority of the Nelfb^−/−^ mice died perinatally by P9 (Fig. 5B, Fig S1). However, to determine if there was delayed development of dWAT, we harvested mice that had survived until P9. By P9, the difference in size and weight between control and Nelfb-deleted mice was even more pronounced (Fig. S1A,B). Nelfb-deleted skin was thinner and lacked dWAT formation, suggesting a permanent loss of adipocytes from the dermis (Fig. S1C-G). Adipogenic regulators and markers such as *Pparg*, *Plin1*, *Adipoq* and *Fabp4* were significantly downregulated from the dermis harvested from Nelfb^−/−^ mice (Fig. S1H). On the protein level, Perilipin 1 (Plin1), a marker for mature adipocytes, was downregulated in the dermis of Nelfb-depleted mice (Fig. S1I,J). The loss of dWAT and mature adipocytes could result from an absence or reduction of adipocyte progenitor cells or an inability of these cells to differentiate due to loss of Nelfb. To determine if there were any changes to the number of adipocyte precursor cells, we used flow cytometry to quantify the percentage of Sca1 (Ly6A)^+^ PDGFRA^+^ preadipocytes (Zhang et al., 2015) from the dorsal skin of control and Nelfb^−/−^ mice. Loss of Nelfb had no significant impact on the percentage of preadipocytes in the dermis, suggesting that the failure to develop dWAT was not due to an absence of precursor cells (Fig. S1K,L). This suggests that, although the progenitor population remains unchanged, they may have impaired ability to differentiate into functional dermal adipocytes.

**Fig. 1.**
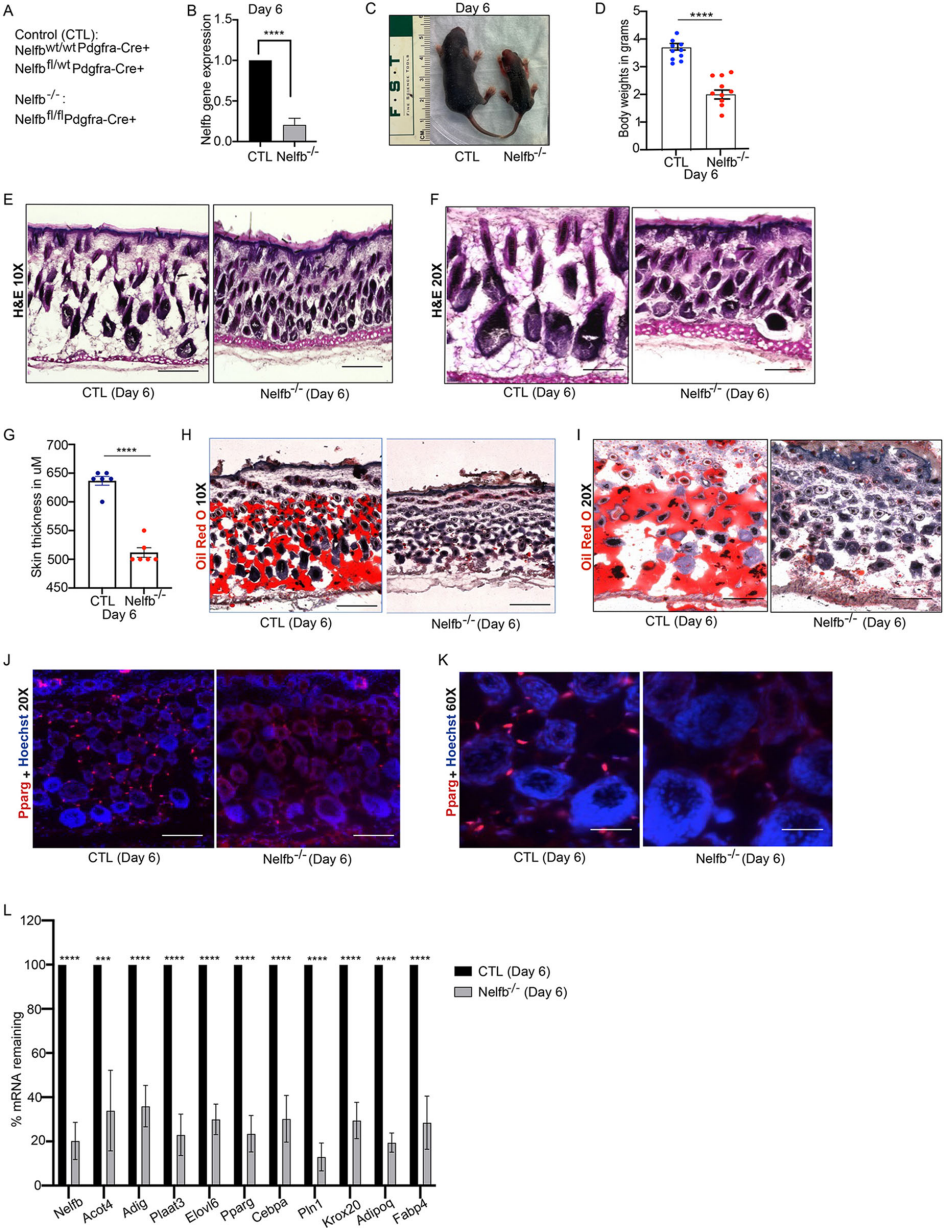
**Nelfb is necessary for dWAT formation in the dorsal skin.** (A) Genotypes of control (CTL: *Nelfb^fl/wt^ Pdgfra-Cre*^+^ or *Nelfb^wt/wt^ Pdgfra-Cre*^+^) and *Nelfb^−/−^* (Nelfb^fl/fl^ Pdgfra-Cre^+^) mice that were used in this study. (B) RT-qPCR of *Nelfb* gene expression from CTL and *Nelfb^−/−^* mice at P6. RT-qPCR was performed on the dermis that was isolated from dorsal skin (*N*=4). (C) Representative image of CTL and *Nelfb^−/−^* mice at P6. (D) Body weights of CTL and *Nelfb^−/−^* mice at P6. All individual dots in bar graphs represent data from an individual mouse. (E,F) H&E staining of CTL and *Nelfb^−/−^* dorsal skin harvested at P6 at 10× (E) and 20× (F) magnification (*N*=6). (G) Quantification of the dorsal skin thickness at P6. (H,I) Oil Red O staining of CTL and *Nelfb^−/−^* dorsal skin harvested at P6 at 10× (H) and 20× (I) magnification (*N*=6). (J,K) Staining of dorsal skin of CTL and *Nelfb^−/−^* mice with antibodies against Pparg (adipocyte marker: red) and Hoechst 33342 (nuclei stain: blue) at 20× (J) and 60× (K) magnification (*N*=4). (L) RT-qPCR of adipogenic genes on CTL and *Nelfb^−/−^* dermis at P6 (*N*=4). Results were normalized to housekeeping gene, *Gapdh*. Data are mean±s.e.m. ***P<0.01, ****P<0.0001 (two-tailed unpaired *t*-tests). Scale bars: 300 μm (E,H); 150 μm (F,I,J); 50 μm (K).

### Nelfb is necessary for formation of white and brown adipose tissue

As the Nelfb^−/−^ mice weighed much less than controls and Pdgfra-driven Cre-mediated deletion of Nelfb would occur in adipocyte progenitors of both brown and white fat depots (Jeffery et al., 2014; Lee et al., 2012), we wanted to determine whether Nelfb is also necessary for their formation. The weights of interscapular brown adipose tissue (BAT), inguinal white adipose tissue (iWAT) and mesenteric visceral white adipose tissue (vWAT) were significantly reduced in Nelfb-deleted mice (Fig. S1M). Similar to dWAT, these other adipose tissue depots showed loss of mature adipocytes as they had diminished Oil Red O staining (Fig. S1N,O). These results suggest the importance of Nelfb in adipogenesis in different adipose compartments in the body.

### Nelfb is required for expression of adipogenic transcription factors to induce adipocyte differentiation

To test whether the Nelfb-deleted adipocyte precursor cells could no longer differentiate into mature adipocytes, we isolated fibroblasts from newborn (P0) CTL and Nelfb^−/−^ mice through enzymatic digestion of the dorsal dermis (Fig. S2A). Subsequently, we induced adipocyte differentiation by placing the cells in adipocyte differentiation medium for 14 days. After 14 days, Oil Red O staining revealed lipid accumulation in CTL adipocytes, while Nelfb-depleted cells showed no staining, indicating impaired adipocyte differentiation (Fig. 2A). Additionally, Pparg and Plin1 protein levels were present in control adipocytes but significantly reduced in Nelfb^−/−^ cells (Fig. 2B, Fig. S2B-D). RNA-sequencing (RNA-seq) was also performed on CTL and Nelfb-depleted cells cultured in adipocyte differentiation medium for 14 days to comprehensively examine the gene expression changes due to loss of Nelfb. This analysis aimed to uncover the molecular pathways and regulatory networks controlled by Nelfb during adipocyte differentiation. 

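CTL and Nelfb-/- cells were each sequenced as 3 biological replicates, and the resulting 6 libraries were all made after 14 days in the medium. The values analysed here come from a table of genes that the authors deposited. Each value was given in CPM, the reads of a gene per 1e+06 reads on all listed genes, without a correction for gene length, and an offset of 0.0001 CPM had been added to every value. Genes whose highest library held fewer than 10 reads were already absent from the table. The paper's methods name the mm10 genome, and gene positions are given here on that build (GRCm38) as in the authors' table. In each library the lowest values rose in equal steps, which gave the CPM worth of 1 read and thereby the depth. CTL replicates 1, 2 and 3 held 22.2 M, 21.4 M and 29.4 M reads (M, 1e+06) on the listed genes, and Nelfb-/- replicates 1, 2 and 3 held 21.1 M, 17.2 M and 24.5 M. A count of 3 reads, taken as the floor of detection, was worth between 0.102 CPM in CTL replicate 3 and 0.175 CPM in Nelfb-/- replicate 2. The offset was subtracted and the values were multiplied by a common depth of 22.3 M reads, so that 1 unit stood for about 1 read. The 16252 genes with a mean of at least 10 reads (0.448 CPM) were then tested with limma on log2(value + 1), with an abundance trend in the variance, and p was adjusted by the method of Benjamini and Hochberg over all genes tested. Genes with an adjusted p of at most 0.05 and a change of at least 2-fold, the limits of the paper, were counted as differentially expressed. Log2 fold changes are given as Nelfb-/- relative to CTL with their standard errors (SE), and on this scale they understate the change of genes near the floor. An exact two-sided permutation test of a single gene cannot give a p below 0.1 with 3 libraries in each group. Nelfb itself (ENSMUSG00000013465, chromosome 2 from 25199712 to 25211489) was measured at 17.3, 19.6 and 22.3 CPM in CTL replicates 1, 2 and 3 and at 5.50, 3.90 and 5.55 CPM in Nelfb-/- replicates 1, 2 and 3. Its log2 fold change was -1.99 (SE 0.22, limma, adjusted p = 0.0050), and it lay between -2.08 and -1.82 when each library was left out in turn.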

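Of the 16252 genes tested with limma, 1824 passed an adjusted p of 0.05 and a change of at least 2-fold between CTL and Nelfb-/- cells. Among these, 1232 genes were upregulated and 592 were downregulated in Nelfb-/- cells. Without the limit on the fold change, 2566 genes passed. The 3 libraries of one group all lay above the 3 of the other at 6193 genes, which is 38.1% of the genes tested where chance gives 10%, and all 1824 genes were among them. The number of genes changed most when Nelfb-/- replicate 3 was left out, which gave 426 genes, whereas 2480 genes passed without CTL replicate 3. The first principal component of the log2 values held 59.9% of their variance and the second held 27.7%. The 6 libraries can be parted into 3 and 3 in 10 ways. Apart from the genotypes, 1 of these ways, CTL replicates 1 and 2 with Nelfb-/- replicate 1 against the other 3 libraries, gave 898 genes at the same limits, of which 0 were among the 1824. No gene can have its libraries fully apart in both splits, and all 1824 were apart between the genotypes. Little overlap was therefore possible, and the 0 does not show that the splits are independent.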

In total, 1120 genes [false discovery rate (FDR)≤0.05 and ≥2-fold change] were differentially expressed upon Nelfb loss (Fig. 2C, Table S1). 

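No database of Gene Ontology terms was used here. Lists of genes written from general knowledge stood in for the processes that the paper names, and they are not the terms themselves. The paper named these processes from the same libraries, and the lists were written after its Table S1 had been read. The p values of all 7 lists are therefore not independent evidence. The list for fat cell differentiation held 51 genes, and their median log2 fold change in Nelfb-/- cells was -0.70. Of the 51 genes, 42 were lower in Nelfb-/- cells, 12 were downregulated past the threshold, and at 22 every Nelfb-/- library lay below every CTL library. The decrease of the list gave an adjusted p of 4.2e-09 in limma's camera test, which presets a correlation of 0.01 between genes, with a Benjamini-Hochberg adjustment over 7 such lists. Its adjusted p was 0.0022 in limma's fry test. The list for the breakdown of branched-chain amino acids held 28 genes with a median log2 fold change of -0.95, and 27 of them were lower in Nelfb-/- cells (limma, camera adjusted p = 7.8e-14, fry adjusted p = 0.0019). Of the 7 lists, 6 passed an adjusted p of 0.05 with camera and with fry. The result moved most when camera estimated the correlation between genes from the libraries, since 0 of the 7 lists then passed, with the lowest adjusted p at 0.052 and an unadjusted p under 0.05 for 3 lists. The preset camera test also passed between 2 and 6 lists for each of the other 9 ways to part the 6 libraries into 3 and 3, whereas fry passed at most 1.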

A total of 358 downregulated genes were found to be significantly enriched for Gene Ontology (GO) terms associated with processes such as fat cell differentiation and adipose tissue development, further emphasizing the important role of Nelfb in driving the differentiation of adipocytes (Fig. 2D,E, Table S1). We found that 23 key adipogenic genes (i.e. *Bckdha*, *Aldh6a1*, *Echs1*, *Bckdhb*, *Dbt*, *HSD17B10*, *Bcat2*, *Acadl*, *Gpx4*, *Gstp1*, *Elovl3*, *Acot2*, *Hacl1*, *Acot4*, *Plaat3*, *Sorl1*, *Ffar4*, *Adig*, *Adipoq*, *Atf5*, *Rarres2*, *Zbtb16*, *Trib3*) from the top four downregulated GO terms were decreased in Nelfb^−/−^ cells (Fig. 2E). 

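All 23 genes had a negative log2 fold change in the RNA-seq data, from -4.11 for Ffar4 to -1.03 for Gpx4, and 20 of them were downregulated past the threshold. At 21 genes every Nelfb-/- library lay below every CTL library. Adjusted over the list alone, all 23 genes passed, which is not independent evidence because the paper chose the list on these samples. Ffar4 (ENSMUSG00000054200, chromosome 19 from 38097071 to 38114263) fell from 22.5 ± 17.8 CPM (SD, n = 3) in CTL to 1.36 ± 1.19 CPM in Nelfb-/- cells (SE of the log2 fold change 0.79, limma, adjusted p = 0.020), and its call was lost without CTL replicate 1 or 2 or without Nelfb-/- replicate 3. Dbt (ENSMUSG00000000340, chromosome 3 from 116513070 to 116549981) had 166 ± 29.7 CPM in CTL and 38.5 ± 3.20 CPM in Nelfb-/- cells, a log2 fold change of -2.09 (SE 0.17, limma, adjusted p = 0.0033). Hacl1 and Echs1 had log2 fold changes of -2.01 and -1.56. The 3 genes that did not pass were Elovl3, Zbtb16 and Adipoq. Elovl3 had a log2 fold change of -3.02 (SE 0.99, limma, adjusted p = 0.087), with 0.759 CPM in Nelfb-/- replicate 1 against 10.7 and 10.1 CPM in replicates 2 and 3. For Zbtb16 it was -1.54 (SE 0.52, limma, adjusted p = 0.096). Adipoq (ENSMUSG00000022878, chromosome 16 from 23146536 to 23158028) had 1768, 1857 and 698 CPM in CTL replicates 1, 2 and 3 and 488, 802 and 630 CPM in Nelfb-/- replicates 1, 2 and 3, a log2 fold change of -1.07 (SE 0.43, limma, adjusted p = 0.14). Without CTL replicate 3, Adipoq passed with -1.53 (limma, adjusted p = 0.016). The number of genes past the threshold was 5 without Nelfb-/- replicate 3, 11 without CTL replicate 2 and 20 without Nelfb-/- replicate 1. Gpx4, Gstp1, Acot2 and Acot4 have close copies in the table (Gpx4-ps2, Gstp2, Acot1 and Acot3), and how reads shared with these were counted is not stated in the paper's text.

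**Figure D1:**
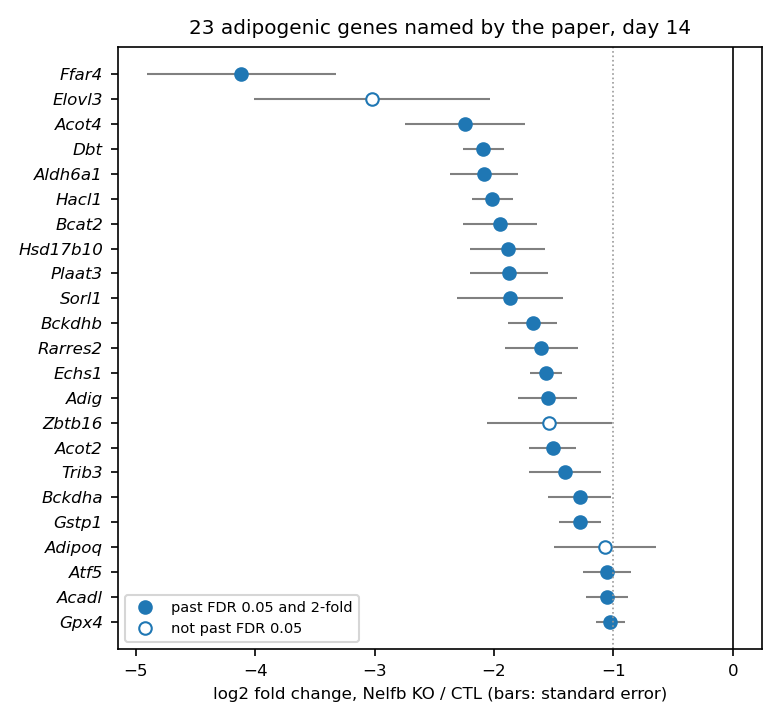
Log2 fold change of the 23 genes in Nelfb-/- relative to CTL cells after 14 days, 1 point per gene with its standard error from limma (n = 3 libraries in each group). All points lie at or below -1.03, and Elovl3, Zbtb16 and Adipoq did not pass an adjusted p of 0.05.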

Validation of the RNA-seq by RT-qPCR further confirmed a marked downregulation of adipogenic genes such as *Adipoq*, *Plin1*, *Krox20*, *Cebpb*, *Mlxipl*, *Ebf1* and *Fabp4* in Nelfb-deleted cells (Fig. S2E). Furthermore, KEGG Pathway Analysis of the downregulated genes showed that there was a loss in the PPARG signaling pathway, along with other processes such as fatty acid elongation and unsaturated fatty acid biosynthesis (Fig. S2F). 

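Lists of genes also stood in for these pathways, and their p values are again not independent evidence. Of the 69 genes of the PPAR signaling list, 58 were tested, with a median log2 fold change of -0.62 in Nelfb-/- cells (limma, camera adjusted p = 3.8e-06, fry adjusted p = 0.011). Of the 58 genes, 41 were lower, 13 were downregulated past the threshold, and 2 (Cpt1a and Olr1) were upregulated. The strongest decrease in the list was that of Pck1 (ENSMUSG00000027513, chromosome 2 from 173153048 to 173159273), which had 678, 616 and 55.9 CPM in CTL replicates 1, 2 and 3 and 2.94, 4.37 and 2.53 CPM in Nelfb-/- replicates 1, 2 and 3, a log2 fold change of -6.47 (SE 0.94, limma, adjusted p = 0.0096). Its call was lost without Nelfb-/- replicate 3 (limma, adjusted p = 0.053). The 28 genes tested for fatty acid elongation had a median log2 fold change of -0.19 (limma, camera adjusted p = 0.0030, fry adjusted p = 0.034), with 19 genes lower and 9 higher in Nelfb-/- cells. This median was 0.0014 without CTL replicate 3. The 28 genes tested for unsaturated fatty acid biosynthesis had a median of -0.62 (limma, camera adjusted p = 1.2e-04, fry adjusted p = 0.0030), and 9 of them were downregulated past the threshold. Scd1 (ENSMUSG00000037071, chromosome 19 from 44394455 to 44407879) fell from 24941 ± 3919 CPM (SD, n = 3) to 4838 ± 613 CPM, a log2 fold change of -2.36 (SE 0.47, limma, adjusted p = 0.021). In the opposite direction, Elovl2 was at or below the floor of 3 reads in every CTL library and at least 13.6-fold higher in Nelfb-/- cells (limma, adjusted p = 0.016).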

The 762 upregulated genes were found to be enriched for GO terms involved in regulation of the Wnt pathway and positive regulation of interleukin 6 production (Fig. 2D, Fig. S2G, Table S1). 

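Among the 59 tested genes of the 80 in the Wnt pathway list, 38 were higher in Nelfb-/- cells, 10 were upregulated past the threshold, and the median log2 fold change was 0.30 (limma, camera adjusted p = 0.062, fry adjusted p = 0.069). The list passed with camera when genes with at least 10 reads in 1 or more libraries were tested (median 0.41, limma, camera adjusted p = 0.034), without a filter (adjusted p = 0.042), without CTL replicate 3 (median 0.42, adjusted p = 0.032) and without Nelfb-/- replicate 1 (median 0.58, adjusted p = 0.0083). Its adjusted p lay between 0.0083 and 0.51 over 18 alternatives. Genes of the list that increased included the Wnt antagonists Sfrp2 and Nkd2. Nkd2 (ENSMUSG00000021567, chromosome 13 from 73818534 to 73847631) had 10.8 ± 2.33 CPM (SD, n = 3) in CTL and 57.4 ± 6.36 CPM in Nelfb-/- cells, a log2 fold change of 2.42 (SE 0.20, limma, adjusted p = 0.0033). The list for interleukin 6 production and signaling had 59 tested genes with a median log2 fold change of 1.36 (limma, camera adjusted p = 1.5e-08, fry adjusted p = 0.0019). Of these, 48 were higher in Nelfb-/- cells, 27 were upregulated past the threshold and 1, Il17rc, was downregulated. Il1rl1 (ENSMUSG00000026069, chromosome 1 from 40429570 to 40465415) rose from 2.21 ± 2.15 CPM to 185 ± 74.4 CPM, a log2 fold change of 6.71 (SE 0.65, limma, adjusted p = 0.0040). Osmr and Jak1 rose by log2 fold changes of 1.73 and 1.10. Of the 59 genes, 24 also stood in another of the lists, such as that of macrophage genes.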

The Wnt pathway inhibits adipogenesis by suppressing adipogenic factors, including Pparg and Cebpa, which are crucial for preadipocyte differentiation (Christodoulides et al., 2009). 

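Dlk1, Wnt10b, Sox9 and Meis1 were all measured in the RNA-seq data, and 2 of these 4 genes, Dlk1 and Wnt10b, were upregulated past the threshold. The paper's Table S1 likewise holds Dlk1 and Wnt10b and not Sox9 or Meis1. Dlk1 (ENSMUSG00000040856, chromosome 12 from 109452823 to 109463336) was measured at 53.9, 48.0 and 232 CPM in CTL replicates 1, 2 and 3 and at 661, 1115 and 898 CPM in Nelfb-/- replicates 1, 2 and 3. Its log2 fold change was 3.37 (SE 0.61, limma, adjusted p = 0.017). Wnt10b (ENSMUSG00000022996, chromosome 15 from 98770712 to 98778150) had 0.767, 0.513 and 1.12 CPM in the CTL replicates and 6.21, 6.11 and 5.26 CPM in the Nelfb-/- replicates, a log2 fold change of 2.87 (SE 0.34, limma, adjusted p = 0.0058). Sox9 (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) had 0.722, 0.980 and 10.5 CPM in CTL and 5.45, 19.5 and 15.3 CPM in Nelfb-/- cells, so that CTL replicate 3 lay above Nelfb-/- replicate 1. The log2 fold change of Sox9 was 2.55 (SE 1.05, limma, adjusted p = 0.15), and without CTL replicate 3 it was 3.74 (limma, adjusted p = 0.013). Meis1 (ENSMUSG00000020160, chromosome 11 from 18879817 to 19018985) had 15.3 ± 3.37 CPM (SD, n = 3) in CTL and 19.6 ± 1.74 CPM in Nelfb-/- cells, a log2 fold change of 0.37 (SE 0.20, limma, adjusted p = 0.24).

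**Figure D2:**
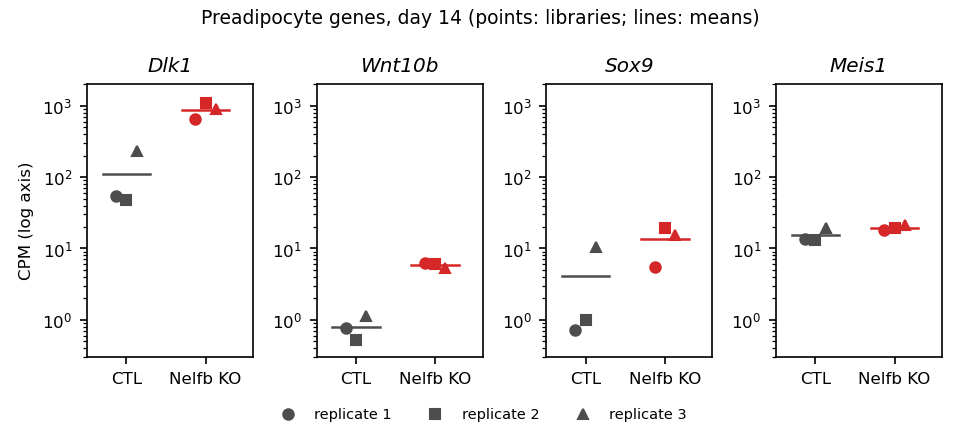
CPM of Dlk1, Wnt10b, Sox9 and Meis1 on a logarithmic axis, with 1 point per library, CTL in grey and Nelfb-/- in red, the replicate shown by the shape of the point and the group mean by a line (n = 3). All Nelfb-/- libraries lie above all CTL libraries for Dlk1 and Wnt10b, and the groups overlap for the other 2 genes.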

Importantly, the upregulated genes were enriched in factors such as *Dlk1* (Kim et al., 2007), *Wnt10b* (Longo et al., 2004), *Sox9* (Gulyaeva et al., 2018), *Meis1* (Gulyaeva et al., 2018) and *Pbx1* (Monteiro et al., 2011), which are known preadipocyte markers that act by maintaining the preadipocyte state and preventing adipocyte differentiation (Fig. S2H, Table S1). Given the inhibition of adipocyte differentiation observed with Nelfb depletion, it was important to assess whether this effect is linked to altered cell proliferation. To address this, CTL and Nelfb^−/−^ cells cultured in adipocyte differentiation medium for 14 days were stained with antibodies against Ki67 to quantify the proportion of proliferating cells. There was a ∼40% increase in Ki67^+^ nuclei in Nelfb-deleted cells compared to control adipocytes, indicating that Nelfb-depleted cells remain proliferative but fail to differentiate into functional adipocytes (Fig. S2I,J). These results suggest that Nelfb is required for adipocyte differentiation and, in its absence, the cells are locked in a preadipocyte stage that are actively proliferating.

**Fig. 2.**
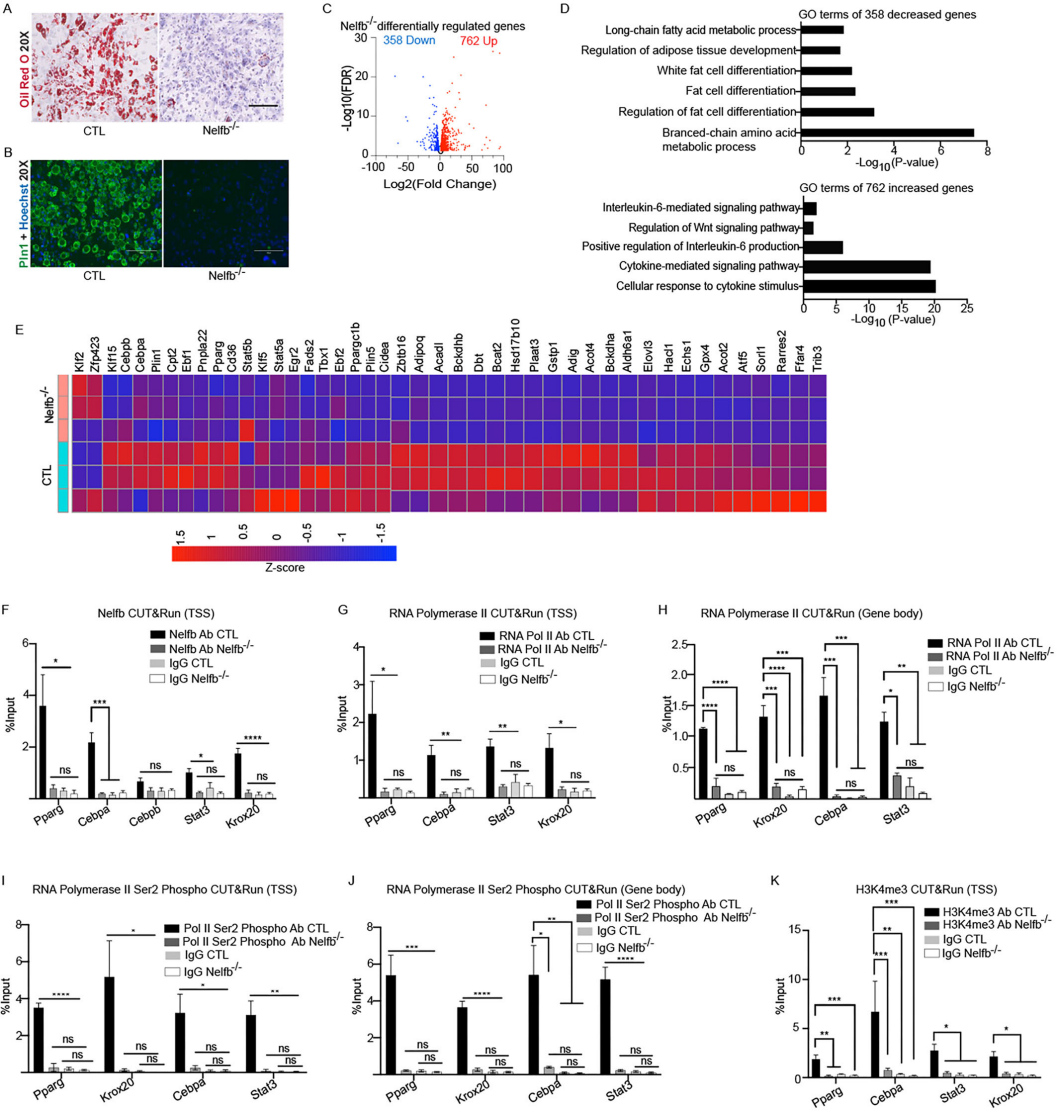
**Nelfb is necessary for adipocyte differentiation by promoting the expression of adipocyte transcription factors.** (A) Oil Red O staining of control (CTL: *Nelfb^fl/wt^ Pdgfra-Cre*^+^ or *Nelfb^wt/wt^ Pdgfra-Cre*^+^) and *Nelfb^−/−^* (*Nelfb^fl/fl^ Pdgfra-Cre*^+^) cells cultured in adipocyte differentiation medium for 14 days (*N*=4). (B) Staining of CTL and *Nelfb^−/−^* cells with antibodies against perilipin 1 (Plin1; mature adipocyte marker: green) and Hoechst 33342 (nuclei stain: blue) (*N*=4). (C) RNA-seq analysis of CTL and *Nelfb^−/−^* cells cultured in adipocyte differentiation medium for 14 days. Volcano plot shows 762 genes increased (red) and 358 genes decreased (blue) on a log_2_ scale upon Nelfb depletion. *N*=3. (D) Gene Ontology (GO) terms of the 358 decreased and 762 increased genes using Enrichr. (E) Heat map of the 43 genes (≥2-fold change) found in the top five GO terms of decreased genes in D. (F) CUT&RUN on CTL and *Nelfb^−/−^* cells cultured in adipocyte differentiation medium for 14 days using an anti-Nelfb and anti-IgG antibody. qPCR analysis was conducted on transcription start site (TSS) regions of *Pparg*, *Cebpa*, *Cebpb*, *Stat3* and *Krox20.* Signal was calculated as a percent of total input DNA (*N*=3). (G,H) CUT&RUN using an anti-RNA Polymerase II (RNA Pol II) antibody and anti-IgG antibody (*N*=3). qPCR analysis was performed on the TSS (G) or gene body (H) regions of *Pparg*, *Cebpa*, *Stat3* and *Krox20*. (I,J) CUT&RUN using an anti-RNA Polymerase II Ser2 phosphorylation (Pol II Ser2 Phospho) antibody and anti-IgG antibody (*N*=3). qPCR analysis was performed on the TSS (I) or gene body (J) regions of *Pparg*, *Cebpa*, *Stat3* and *Krox20*. (K) CUT&RUN using active chromatin mark anti-H3K4me3 and anti-IgG antibody. qPCR analysis on TSS regions of *Pparg*, *Cebpa*, *Stat3* and *Krox20*. Signal was calculated as a percent of total input DNA (*N*=3). Data are mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 (one-way ANOVA followed by Tukey's multiple comparison tests). ns, not significant. Scale bars: 150 μm.

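Among the genes past the threshold, all 10 with the largest fitted increase and all 10 with the largest fitted decrease here are also in the paper's Table S1. The largest decrease, a log2 fold change of -8.05 (SE 1.42, limma, adjusted p = 0.016), was that of Xist (ENSMUSG00000086503, chromosome X from 103460366 to 103483254), the RNA of the inactive X chromosome. Most Xist reads came from CTL replicate 1, in which the sum of 4 Y-linked genes was 3.58% of the mean of the other 5 libraries. The log2 fold change of Xist was -6.33 without CTL replicate 1 (limma, adjusted p = 0.018), and its call was lost without Nelfb-/- replicate 2 or 3. Mmd2 (chromosome 5 from 142562358 to 142608800), Cidea (chromosome 18 from 67343604 to 67367785), Gm9899 and Rasgrf1 were at or below the floor of 3 reads in all Nelfb-/- libraries and were at least 86.5-fold, 64.2-fold, 29.4-fold and 12.9-fold lower. Gm9899 lies next to Kcnk3 with overlapping ends, so that some of its reads are uncertain. The other decreases were those of Pck1, Aspg, Reep6, Aqp5 and Depp1, the last of which lost its call without CTL replicate 1 or 2 and without Nelfb-/- replicate 2 or 3. Reep6 (chromosome 10 from 80329953 to 80336441) fell from 364 ± 129 CPM (SD, n = 3) to 7.16 ± 1.16 CPM, a log2 fold change of -5.60 (SE 0.30, limma, adjusted p = 0.0023). On the side of the increases, Tyrp1 (ENSMUSG00000005994, chromosome 4 from 80834123 to 80851719) was at or below the floor in every CTL library and at least 176-fold higher in Nelfb-/- cells. Clstn2 (chromosome 9 from 97444395 to 98033181) rose from 0.235 ± 0.210 CPM to 53.9, 51.8 and 53.9 CPM in Nelfb-/- replicates 1, 2 and 3, a log2 fold change of 7.82 (SE 0.50, limma, adjusted p = 0.0028). Cxcl5 had a log2 fold change of 7.44 (SE 1.00, limma, adjusted p = 0.0079) and Sfrp2 one of 6.76 (SE 1.11, limma, adjusted p = 0.013). The call of Sfrp2 was lost without CTL replicate 1 or 2 and without Nelfb-/- replicate 3. Of the remaining 6, Il1rl1 was 1 and the other 5 were Mup7, Mup11, Mup15, Mup17 and Mup22, members of a family of close copies on chromosome 4 whose reads cannot be assigned to single genes with certainty.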

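Besides the 23 genes listed in the text, 21 further gene names could be read from the heat map, and all 21 were tested. Of these, 18 had a negative log2 fold change, 8 were at least 2-fold lower in Nelfb-/- cells, and 4 (Klf15, Ppargc1b, Plin5 and Cidea) were downregulated past the threshold. Adjusted over the list alone, 5 passed, with Tbx1 as the additional gene (limma, adjusted p over the list = 0.043, over all genes = 0.059). At 12 genes every Nelfb-/- library lay below every CTL library. Plin5 (ENSMUSG00000011305, chromosome 17 from 56111601 to 56117596) fell from 63.9 ± 8.50 CPM (SD, n = 3) in CTL to 2.47 ± 1.06 CPM in Nelfb-/- cells, a log2 fold change of -4.76 (SE 0.35, limma, adjusted p = 0.0033). Klf15 had a log2 fold change of -1.45 (SE 0.32, limma, adjusted p = 0.029) and Ppargc1b one of -1.06 (limma, adjusted p = 0.013), and the calls of these 2 genes were lost in 4 and 5 of the 6 fits that each left out 1 library. The 3 genes without a negative value were Klf2 at 1.30 (limma, adjusted p = 0.35), Zfp423 at 0.21 (limma, adjusted p = 0.63) and Stat5b at 1.5e-05 (limma, adjusted p = 1.00), which is no measurable change. Together with the 23 genes of the text, 31 genes were at least 2-fold lower.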

### Nelfb promotes open chromatin and RNA Pol II stability at adipogenic genes

To gain an understanding of whether Nelfb directly regulates adipogenesis genes, we performed CUT&RUN using an antibody targeting Nelfb to determine its bound genes. In CTL adipocytes, Nelfb bound strongly to the TSS of key adipogenic transcription factors, including *Pparg*, *Cebpa*, *Stat3* and *Krox20* (Fig. 2F). This binding, however, was lost in Nelfb^−/−^ cells, demonstrating the specificity of the binding (Fig. 2F). Nelfb can regulate transcription by promoting RNA Pol II stabilization, pausing or elongation (Su and Vos, 2024). To test how loss of Nelfb impacts RNA Pol II binding on the genes coding for adipogenic transcription factors, an RNA Pol II CUT&RUN was performed. RNA Pol II showed robust binding to the TSS and in the gene body of these transcription factors in CTL adipocytes (Fig. 2G,H). In contrast, RNA Pol II binding to the TSS and gene body regions of *Pparg*, *Cebpa*, *Stat3* and *Krox20* was significantly diminished in Nelfb^−/−^ cells (Fig. 2G,H). These findings suggest that Nelfb plays a vital role in maintaining the transcriptional activity of key adipogenic genes by stabilizing RNA Pol II binding at those genes. To see if Nelfb was directly influencing transcription elongation, CUT&RUN using an antibody against elongating forms of RNA Pol II (RNA Pol II Ser2 phosphorylation) was carried out. Robust RNA Pol II Ser2 phosphorylation could be detected on the TSS and gene body regions of *Pparg*, *Cebpa*, *Stat3* and *Krox20*, which disappeared upon deletion of Nelfb (Fig. 2I,J). This suggests that Nelfb is necessary for the elongation of these genes during adipogenic differentiation. To investigate how loss of Nelfb and RNA Pol II binding to these adipogenic transcription factors affects chromatin accessibility, CUT&RUN was performed using markers of chromatin accessibility and closure (Bannister and Kouzarides, 2011). H3K27Ac (open/active chromatin) and H3K4me3 (active transcription) were highly enriched at the TSS region of adipogenic transcription factors, but lost in Nelfb-deleted cells (Fig. 2K, Fig. S3A). In CTL adipocytes, there was also significant H3K27Ac enrichment in the gene body of key adipogenic transcription factors, but this was decreased in Nelfb-depleted cells (Fig. S3B). We also examined the repressive chromatin marks H3K9me3 (heterochromatin) and H3K27me3 (Polycomb repression) and found a substantial increase in their enrichment at both the TSS and the gene body of adipogenic transcription factors in Nelfb^−/−^ cells compared to CTL adipocytes (Fig. S3C-F). These findings highlight the role of Nelfb role in maintaining active chromatin states essential for the transcription of adipogenic genes. Upon Nelfb loss, there is widespread chromatin closure at adipogenic genes, which suppresses adipogenesis. Next, we wanted to explore the effects of Nelfb on RNA Pol II stability on adipocyte precursor genes such as *Dlk1*, *Sox9*, *Pbx1* and *Meis1* since these genes were upregulated in Nelfb^−/−^ cells (Fig. S2H). In CTL adipocytes, Nelfb and RNA Pol II did not bind to any of the progenitor genes whereas RNA Pol II was significantly bound in the Nelfb deleted cells (Fig. S3G,H). This correlates with the increased gene expression of *Dlk1*, *Sox9*, *Pbx1* and *Meis1* in the Nelfb-deleted cells (Fig. S2H). Since these experiments were performed in differentiated adipocytes, they did not address whether Nelfb binds and is required for RNA Pol II stabilization on the progenitor genes in undifferentiated cells, which is where the genes are expressed. To evaluate this, CUT&RUN was performed on CTL and Nelfb^−/−^ cells cultured in growth medium rather than adipocyte differentiation medium. Nelfb bound to *Dlk1*, *Sox9*, *Pbx1* and *Meis1* in adipocyte precursor CTL cells, whereas the binding was significantly reduced in Nelfb-deleted cells (Fig. S4A). Interestingly, RNA Pol II bound more robustly to the progenitor genes in Nelfb^−/−^ cells, suggesting that Nelfb is not required for RNA Pol II stabilization at the TSS of *Dlk1*, *Sox9*, *Pbx1* and *Meis1* (Fig. S4B). This suggests that Nelfb is required for stabilization of RNA Pol II at differentiation but not progenitor genes. Supporting this, Nelfb was already bound to the TSS of adipogenic genes (*Pparg*, *Cebpa* and *Krox20*) in CTL progenitor cells (Fig. S4C). This binding was correlated with stabilization of RNA Pol II at the TSS, as deletion of Nelfb results in loss of RNA Pol II from the adipogenic genes (Fig. S4D). Notably, there was only weak binding of RNA Pol II to the gene body of adipogenic genes in CTL progenitor cells, which is further diminished in Nelfb^−/−^ cells (Fig. S4E). There is a lack of strong binding of RNA Pol II to the gene body of adipogenic genes until the CTL cells are differentiated in adipogenic medium for 14 days, suggesting that RNA Pol II is primarily paused at the TSS region in progenitor cells (Fig. S4E). As Nelfb is already bound to *Pparg*, *Cebpa* and *Krox20* in progenitor cells, we wanted to determine if these genes were enriched for any transcription factor motifs that could potentially recruit Nelfb to these sites (Fig. S4C). A search of the promoter region using TRANSFAC (Wingender et al., 2000) (−500 bp to TSS) of *Pparg*, *Cebpa*, *Stat3* and *Krox20* showed that only the SP1 binding motif was found in all four genes (Fig. S4F). Sp1 has been previously shown to bind and repress *Cebpa* in adipocyte progenitor cells (Tang et al., 1999). Sp1 may potentially repress these genes by recruiting Nelfb to these sites and promoting RNA Pol II pausing and thereby preventing expression of these genes in preadipocytes (Fig. S4E). These results suggest that Nelfb promotes paused RNA Pol II on adipogenic genes to prime progenitor cells for an adipogenic fate.

### Retroviral expression of *Pparg* restores adipocyte differentiation in Nelfb^−/−^ cells

As Nelfb binds and is necessary for the stability of RNA Pol II-mediated transcription of *Pparg*, we hypothesized that exogenous expression of *Pparg* may restore adipocyte differentiation in Nelfb^−/−^ cells. To do this, control and Nelfb^−/−^ fibroblasts were harvested from the dorsal skin of newborn pups and infected with the pBabe retrovirus expressing *Pparg*. We evaluated three retroviral transduction groups: CTL cells transduced with the pBABE retrovirus (CTL pBABE), Nelfb^−/−^ cells transduced with the pBABE retrovirus (Nelfb^−/−^ pBABE), and Nelfb^−/−^ cells transduced with pBABE expressing *Pparg* (Nelfb^−/−^ Pparg). Following transduction, all groups underwent adipocyte differentiation induction for 14 days. Oil Red O staining showed prominent lipid-filled depots in the control cells (CTL pBABE), while the Nelfb-deleted cells lacked any staining (Nelfb^−/−^ pBABE) (Fig. 3A,B). In contrast, Nelfb^−/−^ cells expressing *Pparg* (Nelfb^−/−^ Pparg) displayed robust Oil Red O staining, indicating that *Pparg* retroviral transduction successfully induced Nelfb^−/−^ cells to differentiate into lipid-filled adipocytes (Fig. 3A,B). Plin1 staining revealed a marked increase in Plin1^+^ adipocytes in the Nelfb^−/−^ Pparg groups relative to the Nelfb^−/−^ pBABE group (Fig. 3C-E). Interestingly, *Pparg* expression in Nelfb-deleted cells showed Plin1 levels comparable to control adipocytes (Fig. 3C-E). Staining for Pparg showed restored levels of the transcription factor in Nelfb-depleted cells expressing exogenous *Pparg*, which was comparable to levels observed in the control adipocytes (Fig. 3F-H). Gene expression analyses across the three groups, demonstrated that most of the adipogenic genes such as *Pparg*, *Cebpa*, *Plin1*, *Krox20*, *Adipoq*, *Acot4*, *Elovl6*, *Adig*, *Plaat3* and *Fabp4* were restored to levels comparable to the CTL adipocytes and significantly higher than the Nelfb^−/−^ pBABE cells (Fig. 3I).This indicates that stable expression of exogenous *Pparg* not only enabled Nelfb-depleted cells to differentiate into adipocytes but also restored the expression of crucial adipogenic genes, effectively compensating for the loss of Nelfb.

**Fig. 3.**
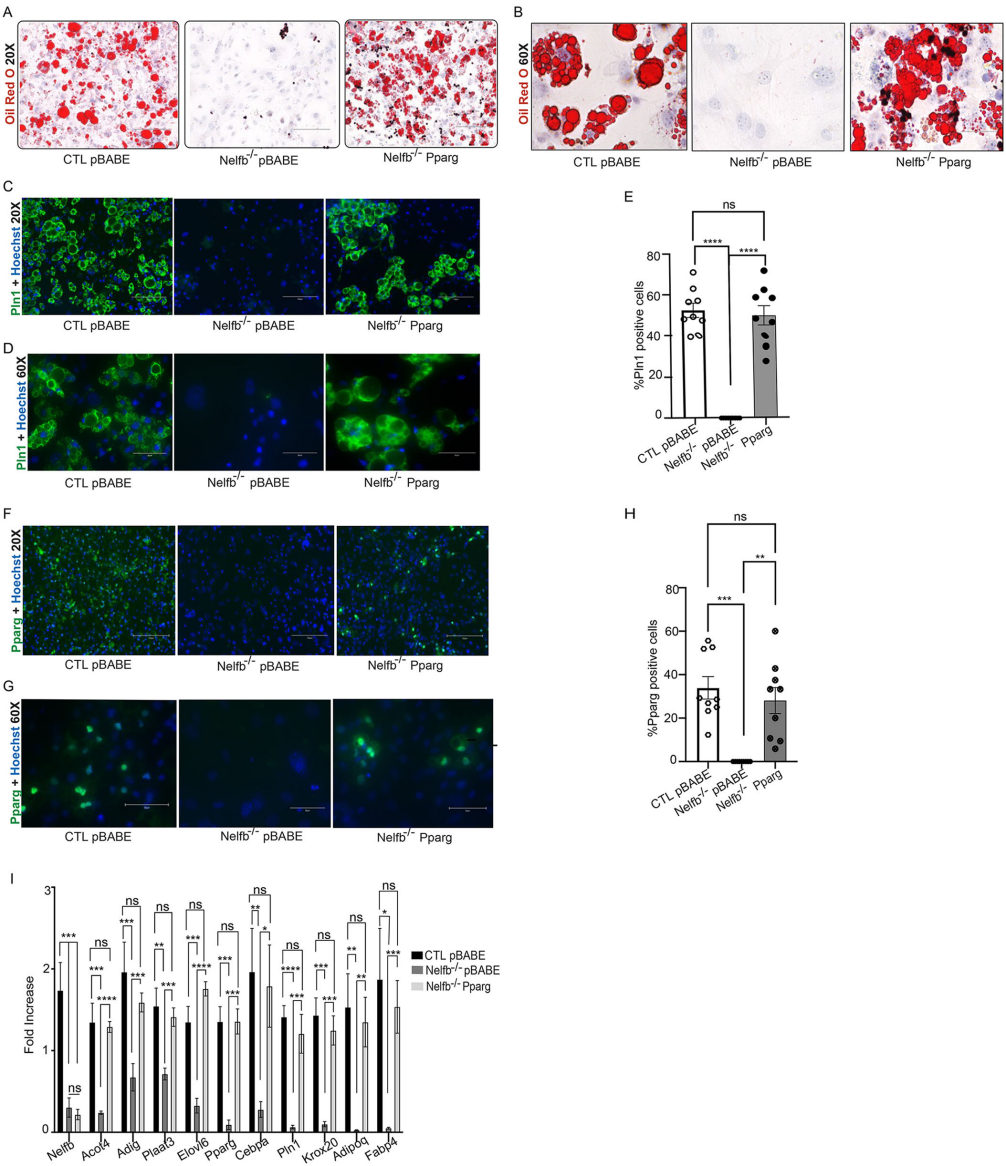
**Exogenous expression of *Pparg* restores adipocyte differentiation in Nelfb deleted cells.** (A,B) Oil Red O staining of control cells transduced with pBABE retrovirus (CTL pBABE), *Nelfb^−/−^* cells transduced with pBABE retrovirus (*Nelfb^−/−^* pBABE) and *Nelfb^−/−^* cells transduced with Pparg retrovirus (*Nelfb^−/−^* Pparg). Cells were cultured in adipocyte differentiation medium for 14 days. Images were taken at 20× (A) and 60× (B) magnification (*N*=3). (C,D) Staining of CTL pBABE, *Nelfb^−/−^* pBABE and *Nelfb^−/−^* Pparg cells with antibodies against perilipin 1 (Plin1; mature adipocyte marker: green) and Hoechst 33342 (nuclei: blue) at 20× (C) and 60× (D) magnification (*N*=3). (E) Percent of Plin1^+^ cells quantified from D. (F,G) Staining of CTL pBABE, *Nelfb^−/−^* pBABE and *Nelfb^−/−^* Pparg with antibodies against Pparg (green) and Hoechst 33342 (blue) at 20× (F) and 60× (G) magnification (*N*=3). (H) Percent of Pparg^+^ cells quantified from G. (I) RT-qPCR of adipogenic genes on CTL pBABE, *Nelfb^−/−^* pBABE and *Nelfb^−/−^* Pparg cells (*N*=4). Results were normalized to housekeeping gene, *Gapdh*. Data are mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 (RM one-way ANOVA followed by Tukey's multiple comparison tests for E and H; multiple unpaired t-tests for I). ns, not significant. Scale bars: 150 μm (A,C,F); 50 μm (B,D,G).

### Nelfa and Nelfe are not necessary for adipocyte differentiation

To determine if control of adipocyte differentiation is applicable to all NELF complex members or is Nelfb specific, Nelfa and Nelfe were knocked down using siRNAs. Interestingly, loss of Nelfa resulted in the slight upregulation of differentiation genes such as *Acot4*, *Plaat3*, *Elovl6*, *Pparg*, *Cebpa*, *Plin1* and *Fabp4*, but downregulation of *Krox20* (Fig. S5A). Knockdown of Nelfe led to slight increases in the expression of *Acot4*, *Pparg*, *Cebpa* and *Fabp4*, but downregulation of *Adig* (Fig. S5B). Depletion of Nelfa did not alter the expression of Nelfe nor did knockdown of Nelfe impact Nelfa levels (Fig. S5A,B). Taken together, these results suggest that Nelfe and Nelfa are not necessary to promote adipocyte differentiation. Furthermore, there is a Nelfb-specific control of adipogenic differentiation. To investigate whether other NELF complex members bind to the same adipogenic genes as Nelfb, CUT&RUN using an antibody against Nelfe was performed in control and Nelfb-deleted cells. There was no significant binding of Nelfe to the TSS regions of *Pparg*, *Krox20* or *Cebpa* (Fig. S5C). However, there was binding of Nelfe to Stat3 in both control and Nelfb-depleted cells. These data suggest that Nelfb specifically binds to the adipogenic transcription factors, as other NELF complex members such as Nelfe do not bind to most of them.

### Short-term Rosi treatment restored dWAT formation and prolongs life in Nelfb^−/−^ mice

Rosi is a selective Pparg agonist which plays a crucial role in adipogenesis and regulating insulin sensitivity in adipocytes (Gurnell, 2005). Upon Rosi binding to Pparg, an activated Pparg triggers the transcription of genes necessary for the differentiation of preadipocytes into mature adipocytes, promoting fat cell development and improving insulin responsiveness. As Nelfb^−/−^ mice exhibit impaired adipogenesis and reduced dermal fat due to a decrease in *Pparg* expression, we hypothesized that activation of the remaining levels of Pparg with Rosi could restore adipocyte differentiation in these mice. To test this hypothesis, we administered Rosi (dissolved in DMSO and treated at 10 µg/g) or DMSO alone via intraperitoneal (IP) injection daily to pregnant female mice [approximately embryonic day (E)14] until birth, followed by topical application of Rosi or DMSO to the dorsal skin of the pups from P0 to P5 (Fig. 5A). On P6, the pups were euthanized for analysis (Fig. 5A). At P6, four groups of mice were analyzed: control mice treated with DMSO [+DMSO (CTL)], Nelfb^−/−^ mice treated with DMSO [+DMSO (Nelfb^−/−^)], control mice treated with Rosi [+Rosi (CTL)], and Nelfb^−/−^ mice treated with Rosi [+Rosi (Nelfb^−/−^)]. Oil Red O staining of dorsal skin showed multiple Oil Red O-positive depots in the dermis of +DMSO (CTL) mice or +Rosi (CTL), whereas +DMSO (Nelfb^−/−^) mice displayed reduced staining (Fig. 4A,B). Incredibly, +Rosi (Nelfb^−/−^) mice showed Oil Red O staining comparable to control mice (+/− Rosi) (Fig. 4A,B). These results suggest that short-term Rosi treatment facilitated the formation of lipid-filled adipocytes in the dermis of Nelfb^−/−^ mice (Fig. 4A,B). Immunofluorescence, for Plin1 staining, revealed strong expression in the dermis of +DMSO (CTL) mice or +Rosi (CTL), whereas the protein was diminished in +DMSO (Nelfb^−/−^) mice (Fig. 4C,D). In the presence of Rosi, Nelfb^−/−^ mice were able to robustly express the mature adipocyte marker Plin1 (Fig. 4C,D). The +Rosi (Nelfb^−/−^) mice were also larger and weighed significantly more than the +DMSO (Nelfb^−/−^) mice (Fig. 4E,F). Gene expression analysis showed that many of the adipogenic genes such as *Acot4*, *Adig*, *Plaat3*, *Plin1*, *Adipoq* and *Fabp4* were significantly upregulated in the +Rosi (Nelfb^−/−^) mice as compared to +DMSO (Nelfb^−/−^) mice and reaching levels similar to those of +DMSO (CTL) mice (Fig. 4G). To evaluate the impact of short-term Rosi treatment on the lifespan of Nelfb-deleted mice, a survival analysis was performed (Fig. 5A,B). After IP injections of Rosi into pregnant female mice followed by topical application to pups from P0 to P5, we monitored their overall development and survival. Notably, the Rosi-treated Nelfb^−/−^ mice survived for up to 15 days, while the untreated Nelfb^−/−^ mice all died by P9 (Fig. 5B). Interestingly, Oil Red O staining of the dorsal skin of Rosi-treated Nelfb^−/−^ mice that survived to days 14 and 15 showed that these mice had lost their dWAT (Fig. 5C,D). This suggests that continued treatment with the Pparg agonist Rosi is essential for maintenance of mature adipocytes in Nelfb-deleted mice (Fig. 5C,D).

**Fig. 4.**
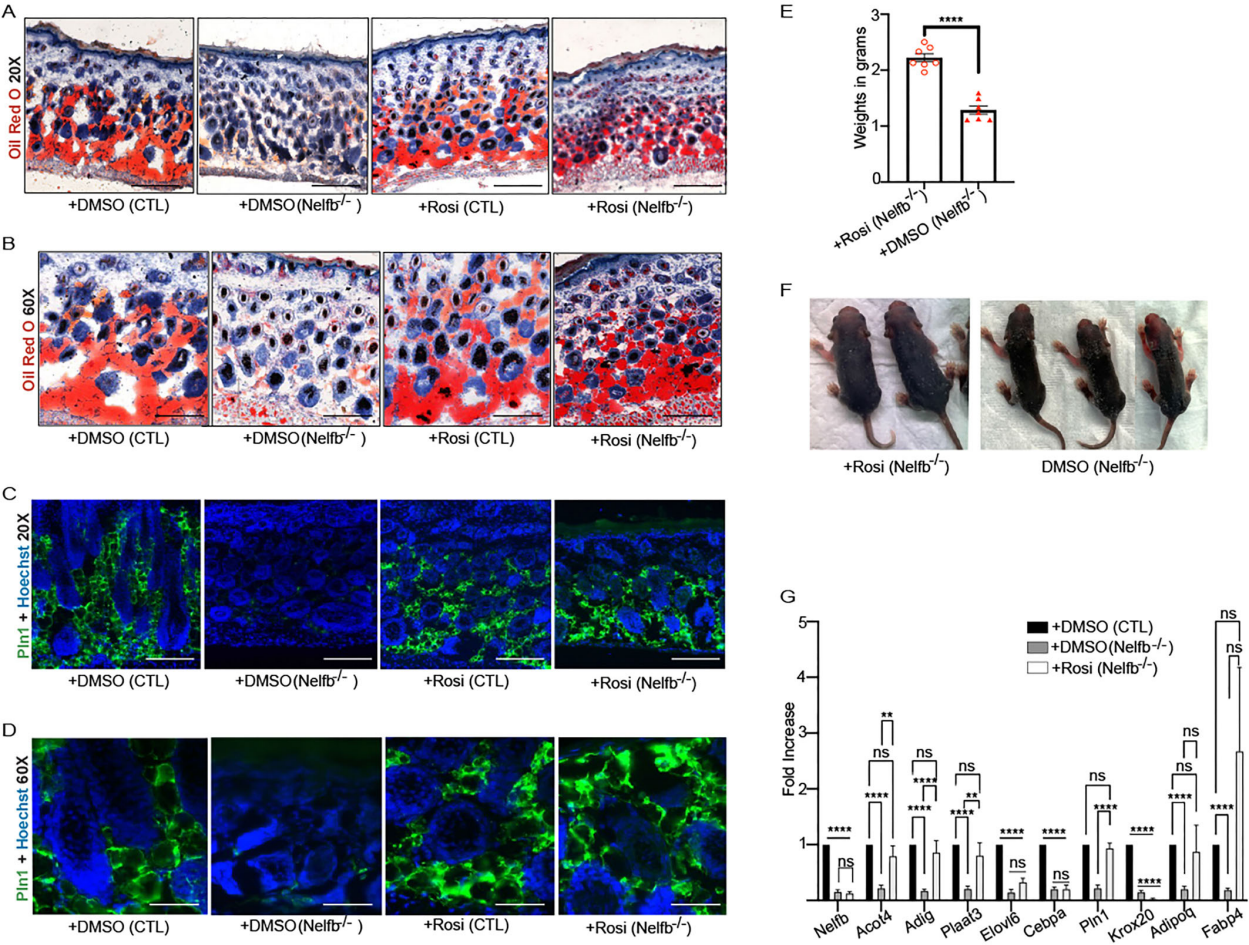
**Rosi treatment restores dWAT formation in Nelfb^−/−^ mice.** (A,B) Oil Red O staining of dorsal skin from control (CTL: *Nelfb^fl/wt^ Pdgfra-Cre*^+^ or *Nelfb^wt/wt^ Pdgfra-Cre*^+^) mice treated with DMSO [+DMSO(CTL)] and Rosi [+Rosi(CTL)], or *Nelfb^−/−^* (Nelfb^fl/fl^ Pdgfra-Cre^+^) mice treated with DMSO [+DMSO(*Nelfb^−/−^*)] and Rosi [+Rosi(*Nelfb^−/−^*)]. Animals were harvested at P6. Images were taken at 20× (A) and 60× (B) magnification. (*N*=7) (C,D) Staining of dorsal skin with antibodies against Plin1 (green) and Hoechst 33342 (nuclei: blue) at 20× (C) and 60× (D) magnification (*N*=7). (E) Body weights of *Nelfb^−/^*^−^ mice treated with DMSO or Rosi were measured at P6 (*N*=7). Each dot represents weight of a single animal. (F) Representative images of P6 *Nelfb^−/−^* mice treated with DMSO or Rosi. (G) RT-qPCR of adipogenic genes on dermis harvested from +DMSO(CTL), +DMSO(*Nelfb^−/−^*) and +Rosi(*Nelfb^−/−^*) mice at P6 (*N*=4). Results were normalized to housekeeping gene, *Gapdh*. **P<0.01, ****P<0.0001 (unpaired *t*-tests for E; multiple unpaired *t*-tests for G). ns, not significant. Data are mean±s.e.m. Scale bars: 150 μm (A,C); 50 μm (B,D).

**Fig. 5.**
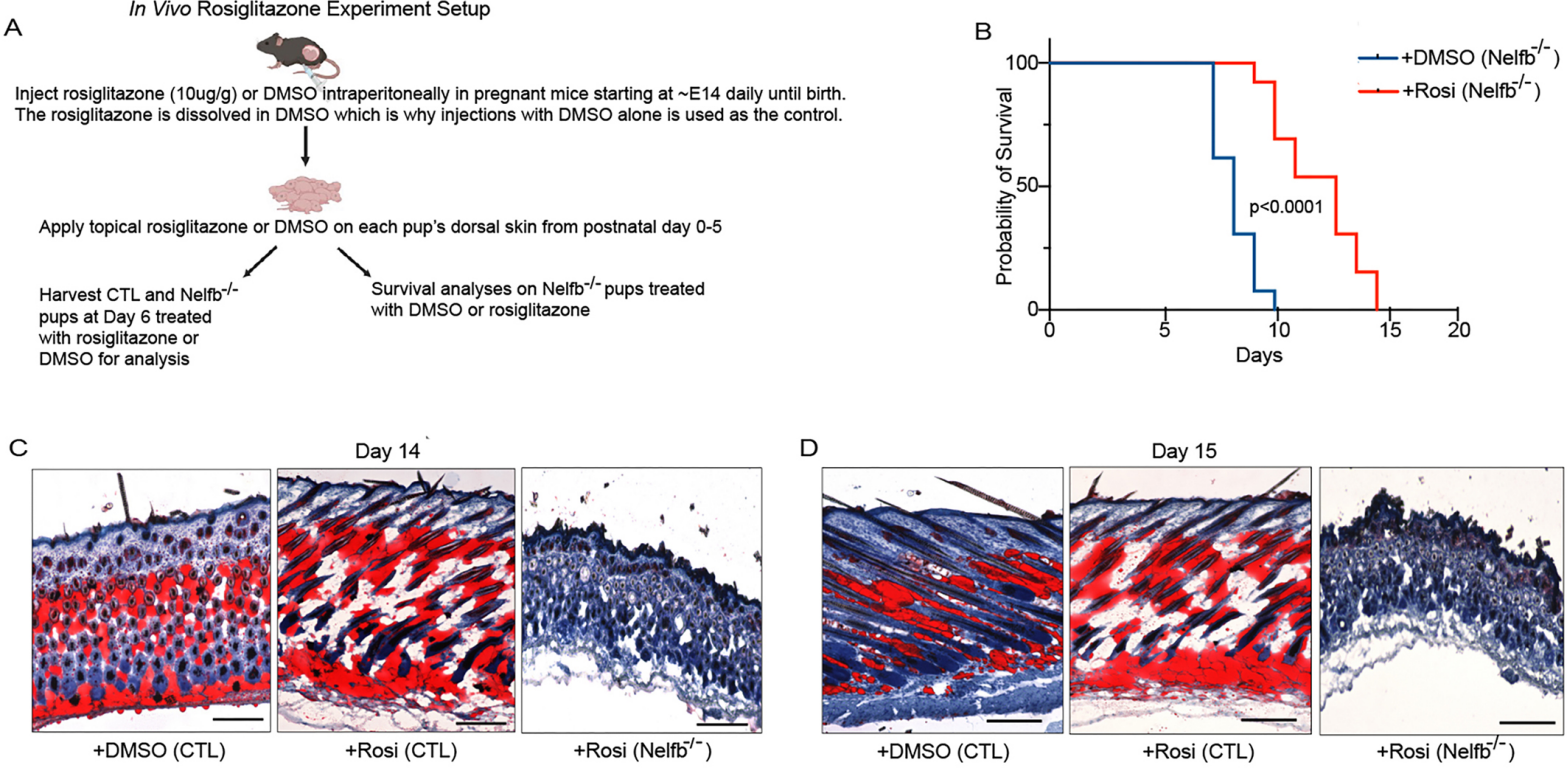
**Rosi treatment extends the life of Nelfb deleted mice.** (A) Schematic of Rosi administration in pregnant mice followed by topical skin application of Rosi on CTL and *Nelfb^−/−^* pups from P0-P5. Mice were harvested at P6 for further analyses or used for survival analysis. (B) Survival curve analysis of *Nelfb^−/−^* mice treated with DMSO [+DMSO(*Nelfb^−/−^*)] or Rosi [+Rosi(*Nelfb^−/−^*)] (*N*=12). *P*<0.0001 (Gehan-Breslow-Wilcoxon test). Mice were treated with DMSO or Rosi as illustrated in A. (C,D) Oil Red O staining of dorsal skin from Rosi-treated *Nelfb^−/−^* mice that survived until P14 (C) or P15 (D). Scale bars: 300 μm.

## DISCUSSION

Our findings demonstrated that Nelfb is essential for dWAT development and adipocyte differentiation. Loss of Nelfb in Pdgfra^+^ preadipocyte lineages led to failure of dWAT formation characterized by the absence of dermal adipocytes, which resulted in thinner skin and perinatal lethality. The absence of mature adipocytes in Nelfb^−/−^ mice was not due to a depletion of progenitor cells, as Sca1^+^ Pdgfra^+^ preadipocyte populations remained unchanged. Rather, Nelfb deletion prevented the differentiation of these precursors into mature lipid-filled adipocytes. This was further supported by *in vitro* differentiation assays, which showed that Nelfb-depleted cells failed to undergo adipogenic differentiation, as evidenced by their inability to accumulate lipid droplets and the reduced expression of adipogenic markers. 

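In the RNA-seq data, Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399 on mm10) was measured at 158, 150 and 112 CPM in CTL replicates 1, 2 and 3 and at 98.5, 110 and 85.2 CPM in Nelfb-/- replicates 1, 2 and 3. Every Nelfb-/- library lay below every CTL library, and the log2 fold change was -0.51 (SE 0.18, limma, adjusted p = 0.11). It lay between -0.66 and -0.41 when each library was left out in turn, with an adjusted p from limma between 0.033 (without CTL replicate 3) and 0.33. Cebpa (ENSMUSG00000034957, chromosome 7 from 35119293 to 35121928) had 1126, 1098 and 552 CPM in the CTL replicates and 640, 898 and 765 CPM in the Nelfb-/- replicates. CTL replicate 3 was thus lower than all Nelfb-/- libraries, and the log2 fold change was -0.21 (SE 0.33, limma, adjusted p = 0.69). Without CTL replicate 3 it was -0.55 (limma, adjusted p = 0.11), and without CTL replicate 1 it was -0.035. Of the other transcription factors that the paper studied at the chromatin level, Egr2 (Krox20, ENSMUSG00000037868, chromosome 10 from 67535475 to 67542188) had 50.0 ± 32.1 CPM (SD, n = 3) in CTL and 20.2 ± 4.77 CPM in Nelfb-/- cells, a log2 fold change of -1.16 (SE 0.43, limma, adjusted p = 0.12), and every Nelfb-/- library lay below every CTL library. Without CTL replicate 3 it was -0.67. Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) had 207 ± 24.3 CPM in CTL and 299.9 ± 64.4 CPM in Nelfb-/- cells, a log2 fold change of 0.52 (SE 0.20, limma, adjusted p = 0.12), and every Nelfb-/- library lay above every CTL library. With a term for the split of CTL replicates 1 and 2 and Nelfb-/- replicate 1 from the other libraries, which was chosen after the data were seen and defined from the same values, Egr2 passed the threshold (-1.498, limma, adjusted p = 0.0028), and Stat3 had a log2 fold change of 0.65 (limma, adjusted p = 0.0044), which is under 2-fold. With p adjusted over these 4 genes alone, Pparg, Egr2 and Stat3 each had an adjusted p of 0.046 from limma, and 1 of the 4 genes, Egr2, was at least 2-fold lower. The paper's Table S1 holds 0 of these 4 genes.

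**Figure D3:**
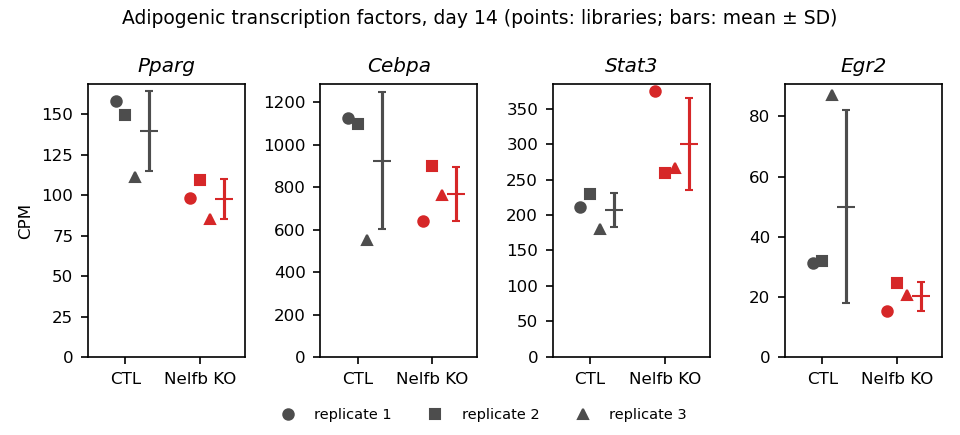
CPM of Pparg, Cebpa, Stat3 and Egr2 (Krox20) after 14 days, with 1 point per library, the replicate shown by the shape of the point, and the mean ± SD of each group as bars (n = 3). CTL is grey and Nelfb-/- is red. The groups overlap for Cebpa and not for Pparg and Egr2, where Nelfb-/- is lower, or for Stat3, where Nelfb-/- is higher.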

Our RNA-seq data revealed significant downregulation of key adipogenic transcription factors (*Pparg* and *Cebpa*) suggesting that Nelfb is necessary for the proper transcriptional activation of genes involved in adipocyte differentiation. 

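Across the libraries, the lists of genes that stood in for these pathways had the following geometric mean expression. The PPAR signaling list (58 genes) stood at 138, 132 and 95.3 CPM in CTL replicates 1, 2 and 3 and at 66.8, 70.2 and 63.9 CPM in Nelfb-/- replicates 1, 2 and 3. For unsaturated fatty acid biosynthesis (28 genes) the values were 55.4, 50.7 and 42.3 CPM in CTL and 31.6, 30.7 and 29.1 CPM in Nelfb-/- cells. For fatty acid elongation (28 genes) they were 30.1, 27.1 and 32.7 CPM in CTL and 17.8, 23.5 and 22.8 CPM in Nelfb-/- cells. The Wnt list (59 genes) stood at 11.6, 11.4 and 18.7 CPM in CTL and at 16.3, 24.9 and 26.0 CPM in Nelfb-/- cells, so that CTL replicate 3 lay above Nelfb-/- replicate 1. The list for interleukin 6 (59 genes) stood at 10.2, 8.59 and 10.3 CPM in CTL and at 29.3, 23.7 and 26.2 CPM in Nelfb-/- cells. In 4 of these 5 lists the groups did not overlap, with the Wnt list as the exception.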

Pathway enrichment analysis showed that genes involved in fatty acid metabolism, Pparg signaling and lipid biosynthesis were significantly repressed, whereas genes associated with Wnt signaling and the IL6 signaling pathway were upregulated. Wnt pathway genes are well-described inhibitors of adipogenesis and are highly expressed in progenitor cells to prevent differentiation (Christodoulides et al., 2009; Yang Loureiro et al., 2023). 

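The increases of Wnt10b and Dlk1 in Nelfb-/- cells did not hold equally when single libraries were left out. The log2 fold change of Wnt10b lay between 2.60 and 3.13, with an adjusted p from limma of at most 0.041 in all 6 fits. For Dlk1 it lay between 2.96 and 4.10, and the call was lost in 4 of the 6 fits, without CTL replicate 1 or 2 and without Nelfb-/- replicate 2 or 3, with an adjusted p from limma of up to 0.072. For Sox9 it lay between 1.85 and 3.74, with an adjusted p from limma of up to 0.37. A list of 25 genes of preadipocytes and fibroblasts, of which 24 were tested, had a median log2 fold change of 1.24, with 23 genes higher in Nelfb-/- cells and 4 past the threshold (limma, camera adjusted p = 2.4e-04, fry adjusted p = 0.061). Its geometric mean was 61.6, 56.7 and 146 CPM in CTL replicates 1, 2 and 3 and 135, 222 and 231 CPM in Nelfb-/- replicates 1, 2 and 3, so that CTL replicate 3 lay above Nelfb-/- replicate 1.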

The upregulation of Wnt-related genes such as *Wnt10b*, *Sox9* and *Dlk1* in Nelfb^−/−^ cells suggested that these cells are trapped in a progenitor state and are unable to differentiate. In support of Nelfb-deleted cells being locked in the progenitor state, *IL6*, a lipolytic cytokine known to be expressed in preadipocytes (Radvanyi and Roszer, 2024; Harkins et al., 2004), was also upregulated in Nelfb^−/−^ cells. 

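Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) was measured at 0.0451, 0.0467 and 0.0340 CPM in CTL replicates 1, 2 and 3, each of which is worth 1 read and lies under the floor of detection. In Nelfb-/- replicates 1, 2 and 3 it had 0.853, 2.15 and 2.00 CPM, a mean of 1.67 ± 0.710 CPM (SD, n = 3). Taken against the floor, Il6 was at least 13.3-fold higher in Nelfb-/- cells, and limma gave an adjusted p of 0.0060. The adjusted p stayed at or below 0.049 in the 6 fits that each left out 1 library. From the increase of the Wnt-related genes and of Il6, the paper proposes that Nelfb-deleted cells remain in a progenitor state and cannot differentiate.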

The increased expression of *IL6* in the absence of Nelfb suggested a potential shift toward a catabolic adipose tissue phenotype, further contributing to the loss of fat phenotype observed in Nelfb-deficient mice. To determine whether Nelfb directly regulated and impacted RNA Pol II stability on adipogenic regulators, we used CUT&RUN. Notably, Nelfb and RNA Pol II bound at both the TSS and gene bodies of transcription factors such as *Pparg*, *Cebpa*, *Stat3* and *Krox20* in adipocytes. We observed a loss of Nelfb and RNA Pol II binding at the TSS and gene body of *Pparg*, *Cebpa*, *Stat3* and *Krox20* in Nelfb^−/−^ cells. In addition, loss of Nelfb also resulted in decreased H3K27Ac and H3K4me3 marks at the TSS of the adipogenic genes, concomitant with an increase in repressive histone modifications such as H3K9me3 and H3K27me3. Nelfb loss potentially causes compacted chromatin due to the loss of RNA Pol II binding and thus loss of transcription. The process of RNA Pol II-mediated transcription is essential for chromatin decompaction and loss of it leads to chromatin closure (Gu et al., 2018; Jubb et al., 2017). Previous studies using small molecule inhibitors of RNA Pol II have shown that transcription directly promotes open chromatin through displacement of cohesin binding (Heinz et al., 2018; Busslinger et al., 2017). However, a study using acute degradation of RNA Pol II using the auxin inducible degron system showed that loss of transcription indirectly caused chromatin closure (Jiang et al., 2020). It is currently unclear whether the chromatin closure seen in the adipogenic genes due to Nelfb loss is a direct or indirect consequence of reduced transcription and would be an area of interest for future investigation. Interestingly, Nelfb and RNA Pol II were already bound to the TSS of *Pparg*, *Cebpa*, *Stat3* and *Krox20* in adipocyte progenitor cells. However, there were low levels of RNA Pol II detected in the gene bodies, suggesting that RNA Pol II was paused at the TSS in progenitor cells that were subsequently released into productive elongation during adipocyte differentiation. In contrast to the importance of Nelfb for RNA Pol II stabilization on adipogenic differentiation genes, we found that Nelfb is not required for the transcription of preadipocyte identity genes. RNA Pol II was bound at the TSS of preadipocyte genes such as *Dlk1*, *Pbx1*, *Sox9* and *Meis1* in both control and Nelfb-deleted progenitor cells. This indicates that these genes remain actively transcribed despite the absence of Nelfb, demonstrating that Nelfb is not required for RNA Pol II stabilization of preadipocyte-specific transcription. Taken together, these findings highlight the role of Nelfb in regulating the transcription of mature adipocyte genes, and the fact that it is dispensable for preadipocyte gene expression. It is still unclear why Nelfb deletion impacts only a subset of genes with such cell type or cell state specificity despite it being an active area of research (Core and Adelman, 2019; Robinson et al., 2021). This type of specificity has recently been shown in muscle stem cells, where Nelfb deletion resulted in the loss of expression of genes essential for promoting expansion of progenitor cells during regeneration (Robinson et al., 2021). This resulted in premature differentiation of progenitor cells, which caused inefficient regeneration after muscle damage. Similarly, deletion of Nelfb in CD8 T cells led to loss of expression of TCF1, which inhibited proliferation and resulted in enhanced differentiation (Wu et al., 2022). It is possible that the most sensitive Nelfb-regulated genes may be ones that require robust pausing and elongation, such as developmental or proliferation genes necessary for cell state transitions. It is also worth noting that there is a Nelfb-specific requirement for promoting adipocyte differentiation through RNA Pol II stabilization. Nelfa or Nelfe knockdown using siRNAs did not block differentiation gene expression but instead slightly increased it. In addition, Nelfe did not bind a majority of the genes that Nelfb binds and regulates. Other reports in which deletion of Nelfb has been shown to have a functional role in T cells, muscle stem cells and cardiomyocytes have all attributed the phenotype to the entire NELF complex (Wu et al., 2022; Pan et al., 2014; Robinson et al., 2021). However, the other subunits were not targeted in these studies and may be worth exploring to determine if the phenotypes were Nelfb specific or can be attributed to the broader NELF complex. Given that Nelfb regulates the expression of *Pparg* (Rosen et al., 1999), a master regulator of adipogenesis, we wanted to determine if restoration of *Pparg* expression could drive differentiation in Nelfb^−/−^ cells. Importantly, exogenous, retroviral *Pparg* expression was sufficient to restore adipocyte differentiation in Nelfb^−/−^ cells. This suggests that Nelfb control of differentiation primarily acts through Pparg. Furthermore, our *in vivo* data showed that pharmacological activation of the remaining levels of Pparg via Rosi treatment partially restored dWAT formation and extended the survival of Nelfb^−/−^ mice. This highlights a potential therapeutic strategy for overcoming impaired adipogenesis in dWAT. Similar approaches have been used to treat the atrophy of dWAT due to anti-epidermal growth factor receptor (EGFR) therapy. EGFR is a therapeutic target for a variety of cancers, however anti-EGFR therapy often leads to cutaneous toxicity characterized by papulopustular rashes with atrophy of dWAT. A recent study using a mouse model of anti-EGFR therapy showed that Rosi treatment led to the expansion of dWAT, decreasing the severity of rashes (Chen et al., 2022). Our study also demonstrated that Nelfb loss led to diminished brown and white adipose tissue, suggesting the importance of transcription pause/elongation regulation in these tissues. Thus, Nelfb deletion from Pdgfra^+^ cells offers a unique model to investigate Nelfb function in different adipose depots, which may reveal tissue-specific transcriptional mechanisms regulating adipogenesis.

In summary, our study identifies Nelfb as a crucial transcriptional regulator of dWAT formation. Through its role in RNA Pol II stabilization and maintenance of open chromatin, Nelfb ensures the proper expression of adipogenic transcription factors necessary for adipocyte differentiation. Investigating whether Nelfb function can be modulated to treat disorders of adipose tissue development may offer new therapeutic opportunities for metabolic diseases and regenerative medicine.

## MATERIALS AND METHODS

### Mice

Nelfb floxed (The Jackson Laboratory, #033115) mice were crossed with Pdgfra-Cre (The Jackson Laboratory, #013148) transgenic mice to generate control (Nelfb^fl/wt^ Pdgfra-Cre^+/−^ or Nelfb^wt/wt^ Pdgfra-Cre^+/−^) or Nelfb deleted (Nelfb^fl/fl^ Pdgfra-Cre^+/−^) mice. The mice were maintained on a C57BL/6J genetic background. Genotyping was performed by PCR using genomic DNA extracted from tail biopsies. Specific primer sets were designed to detect the presence of the loxP-flanked Nelfb allele (450 bp), the wild-type allele (400 bp), and the Cre (370 bp) transgene. PCR reactions were carried out using Q5 Hot Start 2× Master Mix (New England Biolabs, #M0271S) under the following conditions: Initial denaturation was performed at 95°C for 5 min, followed by 30 cycles of denaturation at 95°C for 30 s, annealing at 58°C for 30 s, and extension at 72°C for 45 s. A final extension step was conducted at 68°C for 5 min, and samples were subsequently held at 4°C indefinitely. Each 20 µl reaction consisted of 10 µl of PCR mix, 5 µl of dH_2_O, 1 µl of each primer, and 4 µl of DNA template. PCR products were analyzed using 1% agarose gel electrophoresis. Control and Nelfb^−/−^ mice were harvested at Days 6 and 9 for downstream experiments.

### Primers and siRNA sequences

All primers and siRNA sequences can be found in Table S2.

### Neonatal fibroblasts and adipocyte differentiation

Dermal fibroblasts were isolated from the dorsal skin of P0 neonatal mice. Dorsal skin from control (Nelfb^fl/wt^ Pdgfra-Cre^+/−^ or Nelfb^wt/wt^ Pdgfra-Cre^+/−^) or Nelfb-deleted (Nelfb^fl/fl^ Pdgfra-Cre^+/−^) mice was placed into Eppendorf tubes containing 2 ml of 3 mg/ml dispase dissolved in EpiLife media (Life Technologies, #MEPI500CA), supplemented with EDGS (Life Technologies, #S0015) and penicillin/streptomycin (pen/strep). The tubes were incubated overnight at 4°C on a tube rocker. Following incubation, the dorsal skin was removed from the tubes, and the epidermis was peeled away while keeping the dermis side down. The dermis was washed in PBS, then minced using a scalpel in a 10 cm dish containing 1-2 ml of filtered HBSS buffer supplemented with 20 mg/ml bovine serum albumin (BSA) (Sigma-Aldrich, #A7906) and 1× pen/strep, kept on ice. The minced dermal tissue was transferred into a 15 ml conical tube, and 5× Collagenase D solution (2.5 mg/ml, Roche, #11088882001) and 1 mg/ml DNase I (1:30, Sigma-Aldrich, #D5025) were added. The 15 ml conical tubes were warmed in a 37°C water bath for 5 min, then incubated at 37°C with rotation for 1-2 h. After incubation, the tubes were vortexed and placed on ice for 10 min. The suspension was then passed sequentially through 100 µm and 40 µm filters to remove hair, fat and cell clumps. The flow-through was centrifuged at 1400 rpm (368 ***g***) for 10 min at 4°C, and the supernatant was discarded. The pellet was resuspended in complete DMEM media (Gibco, #10-013-CV) supplemented with 10% fetal bovine serum (FBS; Gibco, #A5256701) and pen/strep. A 10 µl aliquot of the cell suspension was taken for cell counting, and the remaining cells were plated in 12 ml of DMEM media in a 10 cm dish. The media was replenished 24 h later. Once the cells reached 70% confluency, they were trypsinized, counted and plated into 12-well plates at a density of 700,000-800,000 cells per well in DMEM media (growth media). Adipocyte differentiation was induced by adding differentiation media (Stemcell Technologies, #05507) supplemented with adipocyte supplement and pen/strep. Cells were differentiated for 14 days, after which downstream analyses were performed.

### *In vivo* Rosi treatment

Pregnant mice received daily IP injections of either 10 µg/g Rosi (Sigma-Aldrich, #R2408) or DMSO (Sigma-Aldrich, #472301), starting at ∼E14 and continuing until birth. Rosi was dissolved in DMSO, while the control group received DMSO alone. Following birth, Rosi or DMSO was applied topically to the dorsal skin of each pup from P0 through to P5. On P6, control and Nelfb^−/−^ mice treated with either Rosi or DMSO were used for survival analysis or harvested for downstream assays.

### Dermal isolation

On P6 or P9, dorsal skin from control and Nelfb^−/−^ mice was isolated and washed with PBS and incubated overnight at 4°C, dermis side down, in a dispase solution (Gibco, #17105-041) (3 mg/ml in HBSS buffer). Following incubation, the epidermis was carefully separated from the dermis and discarded. The dermis was then washed in PBS, finely minced and harvested for RNA extraction.

### RNA isolation and RT-qPCR

Total RNA was extracted from cells using the GeneJET RNA Purification Kit (Thermo Fisher Scientific, #K0732) and RNA extracted from tissue using the RNeasy plus mini kit (Qiagen, #74136). RNA concentration was measured using a Nanodrop spectrophotometer. Then 1 μg of total RNA was reverse-transcribed into cDNA using the Maxima cDNA Synthesis Kit (Thermo Fisher Scientific, #K1642). Quantitative PCR was conducted using the BioRad LFX96 real-time PCR system. *Gapdh* was used as an internal control for normalization for both cells and dorsal skin tissue.

### Immunofluorescence

For immunofluorescence, 10 μm dorsal skin tissue was fixed in 4% paraformaldehyde (PFA) for 11 min, followed by a 30-min blocking step in PBS containing 2.5% normal goat serum, 0.3% Triton X-100 and 2% BSA. Primary antibodies used were perilipin 1 (Pln-1, Cell Signaling Technology, #D1D8, 1:300) and peroxisome proliferator-activated receptor gamma (PPARγ, Cell Signaling Technology, #C26H12, 1:300). Secondary antibodies used were Alexa 555-conjugated goat anti-rabbit IgG (Life Technologies, #A21428, 1:500) and Alexa 488-conjugated donkey anti-rabbit IgG (Life Technologies, #A21206, 1:500). Nuclei were counterstained with Hoechst 33342 (Thermo Fisher Scientific, #H3570) at 1:1000. Samples were mounted with Fluoromount-G (Southern Biotech, #0100-01) and fluorescence images were acquired using the EVOS M5000 Imaging System (Thermo Fisher Scientific). For immunofluorescence staining of cultured cells, control and Nelfb^−/−^ cells grown in adipocyte differentiation media in 12-well plates were fixed in 4% PFA for 10 min. After three washes with PBS containing 0.1% Tween (3 min per wash), cells were permeabilized in 0.2% Triton X-100 in PBS for 10-20 min. Blocking was performed in PBS with 5% goat serum for 1 h. Cells were then incubated overnight at 4°C with primary antibodies against Plin1 (Cell Signaling Technology, #D1D8, 1:100), Ki67 (Abcam, #AB15580, 1:100) and PPARγ (Cell Signaling Technology, #C26H12, 1:100). Following three washes with PBS+0.1% Tween, the secondary antibody Alexa 488-conjugated donkey anti-rabbit IgG was applied at 1:500 for 45 min at room temperature. Cells were then washed three times with PBS, counterstained with DAPI for 2 min and rinsed briefly with PBS followed by MilliQ water to remove residual salts. Fluoromount-G was used for mounting and circular coverslips were placed over the wells. Imaging was performed using the EVOS M5000 Imaging System.

### Oil Red O staining

Dorsal skin sections (10 μm) were fixed in 10% formalin for 15 min, followed by a 5-min incubation in distilled water. Slides were then treated with 60% isopropanol for 15 min before staining with Oil Red O for 15 min. The stock solution was prepared by dissolving 0.5 g of Oil Red O (Sigma-Aldrich, #O0625) in 100 ml of 100% isopropanol (Sigma-Aldrich, #I9030-4L). For working solution preparation, 15 ml of the stock was diluted with 10 ml of distilled water, incubated at room temperature for 10 min and filtered into a Coplin jar. After staining, slides were dipped ten times in 60% isopropanol, followed by two 3-min washes in distilled water. Hematoxylin (VectorLabs, #H3401) staining was performed for 3-5 min, followed by two 5-min washes in distilled water. Finally, slides were mounted with Fluoromount-G and visualized under bright field using the EVOS M5000 Imaging System.

### Hematoxylin and Eosin staining

Dorsal skin sections (20 μm) were fixed in 10% formalin for 12 min at room temperature, followed by permeabilization in 0.25% Triton X-100 in PBS for 5 min. Slides were then washed with distilled water and incubated in hematoxylin solution for 1 min at room temperature. Excess hematoxylin was removed by rinsing in distilled water. Slides were dipped ten times in 0.3% acid alcohol, followed by incubation in 0.2% ammonia water for 2 min. After thorough washing in distilled water to remove ammonia, slides were dipped ten times in 95% ethanol, then incubated in Eosin Y stain (Sigma-Aldrich, #HT110116) for 20 s. This was followed by another ten dips in 95% ethanol and two sequential incubations in 100% ethanol for 5 min each. Finally, slides were cleared in Xylene (Sigma-Aldrich, #214736) (2× for 3 min each)**,** mounted with Permount (Sigma-Aldrich, #SP15-500) and visualized under bright field using the EVOS M5000 Imaging System.

### CUT&RUN

Control and Nelfb^−/−^ cells were cultured in adipocyte differentiation medium for 14 days: ∼120,000-140,000 cells/reaction were trypsinized, counted and pelleted. The CUT&RUN kit used for these experiments was purchased from Cell Signaling Technology (#91931). Pellets were fixed in 16% PFA for 2 min, and cross-linking was stopped using 10× glycine for 5 min at room temperature. Cells were washed with 1× Wash Buffer after centrifugation (3000× ***g***, 3 min, 4°C). Each reaction received 100 µl 1× Wash Buffer and resuspended pellets. Concanavalin buffer (10 µl per 10 µl magnetic beads/reaction) was added, incubated for 5 min, and removed using a magnetic rack. Cell suspensions were incubated with antibodies in 100 µl Antibody Binding Buffer overnight at 4°C on a rotator. Quantities used were: Nelfb: 5 μl/reaction (Cell Signaling Technology, #14894S); RNA Pol II: 3 μl/reaction (Active Motif, #39097); RNA Pol II Ser2 Phosphorylation: 2 μl/reaction (Cell Signaling Technology, #13499S); Nelfe: 5 μl/reaction (Proteintech, #10705-1-AP); IgG: 5 μl/reaction (Cell Signaling Technology, #66362); H3K4me3: 5 μl/reaction (Cell Signaling Technology, #9751S); H3K27me3: 2 μl/reaction (Cell Signaling Technology, #9733S); H3K9me3: 2 μl/reaction (Cell Signaling Technology, #13969S); H3K27Ac: 1 μl/reaction (Cell Signaling Technology, #8173S). After washing with Digitonin Buffer, 50 µl pAG-MNase pre-mix was added to each reaction and incubated at 4°C for 1 h. MNase activation was triggered with 3 µl cold CaCl_2_, incubated at 4°C for 30 min, and terminated by adding 150 µl Stop Buffer and 5 μl Spike-In DNA (this was added for sample normalization) per sample followed by 10 min incubation at 37°C. DNA fragments were collected by centrifugation (16,000 ***g*** at 4°C for 2 min) and the supernatant transferred to new tubes. Samples were incubated at 65°C for 2 h with SDS and Proteinase K to reverse crosslinks. DNA was purified using DNA purification buffers and spin columns kit (Cell Signaling Technology, #14209). Input samples were mixed with Extraction Buffer (Proteinase K+RNAse A) and incubated at 55°C for 1 h. After cooling on ice for 5 min, chromatin was fragmented via sonication (three cycles: 7.5 min total, 0.5 s off, 1 s on). Lysates were clarified (18,500× ***g***, 10 min, 4°C) and DNA was purified. Gel electrophoresis (2-4% agarose) confirmed sheared DNA fragments between 200-400 bp.

### RNA-seq and library preparation

Biological triplicates of control and Nelfb^−/−^ cells cultured in adipocyte differentiation medium for 14 days were collected for total RNA extraction using the GeneJET RNA purification kit (Thermo Fisher Scientific, #K0732) and quantified via Nanodrop. RNA-seq was conducted on the Illumina NovaSeq S4 platform at the University of California, San Diego Institute of Genomic Medicine core facility. Libraries were prepared using Illumina RNA Seq kit (Illumina, #20040534), multiplexed, and sequenced to generate ∼25 million reads per sample. The RNA-seq data have been deposited in GEO with accession number GSE291112.

### Retroviral transduction of *Pparg*

Amphotropic Phoenix cells were transfected with 3 μg of each retroviral expression construct using Lipofectamine 2000 (Life Technologies, #11668019). The pBABE puro PPARγ2 plasmid, a gift from Bruce Spiegelman (Tontonoz et al., 1994; Addgene plasmid #8859), was used for *Pparg* overexpression, while the empty pBABE puro plasmid (Addgene plasmid #110349) served as a negative control. After 24 h, the culture medium was replaced, and viral supernatants were collected three times. For viral transduction, 110,000-125,000 P0 fibroblasts were seeded in six-well plates and infected with either pBABE control or pBABE-PPARG retrovirus. Viral supernatants were supplemented with 5 μg/ml Polybrene (Sigma-Aldrich, #H9268) per well, and plates were centrifuged at 1000 rpm (188 ***g***) for 1 h. Transduction was repeated the following day. To select for successfully transduced cells, puromycin was added to the culture. Surviving cells were then induced for adipocyte differentiation over 14 days, after which they were harvested for downstream analyses.

### Knockdown of Nelfa and Nelfe

Neonatal fibroblasts were harvested from control wild-type mice and plated in 12-well plates. Cells were cultured until they reached ∼60-70% confluency. For transfection, Lipofectamine™ RNAiMAX reagent (Thermo Fisher Scientific, #13778030) was diluted in Opti-MEM™ medium (Thermo Fisher Scientific, #31985070); 9 µl Lipofectamine was added to 150 µl Opti-MEM per well (Solution A; total volume 159 µl/well). Separately, Nelfa, Nelfe or non-targeting control siRNAs (Invitrogen) were each diluted in Opti-MEM (6 µl siRNA+150 µl Opti-MEM per well; Solution B; total volume 156 µl/well). Solutions A and B were combined at a 1:1 ratio, gently mixed, and incubated for 20 min at room temperature to allow complex formation. The siRNA–lipid complexes were then added dropwise to the appropriate wells containing DMEM supplemented with 10% FBS. Plates were incubated at 37°C for 24 h, after which cells were trypsinized and replated into 10 cm dishes. The medium was replaced with adipocyte differentiation medium 24 h later, and cells were differentiated for 7 days. On P7, cells were harvested for RNA extraction.

### Flow cytometry

Mouse skin was minced into small fragments and enzymatically digested at 37°C for 1 h and 15 min in a digestion buffer containing DMEM/high glucose medium, 10% FBS, 0.35 mg/ml Liberase TL (Roche, #5401020001), 3 mg/ml Collagenase D (Roche, #11088882001) and 0.1 mg/ml DNase I (Sigma-Aldrich, #D5025). The resulting cell suspension was filtered through a 70 μm strainer to obtain single cells. After centrifugation at 2000 rpm (751 ***g***) for 10 min at 4°C, the pellet was resuspended in FACS buffer (PBS with 3% FBS and 5 mM EDTA) and blocked with FC blocking buffer (eBiosciences, #14-0161-82) for 15 min. Following centrifugation and removal of the supernatant, cells were stained with CD45-FITC (BioLegend, #103108), CD31-PE (BioLegend, #102507), Sca1-PE/Cyanine 7 (BioLegend, #108113) and Pdgfra-APC (eBiosciences, #17-1401-81) antibodies at a 1:100 dilution and incubated in the dark on ice for 30 min. Cells were then centrifuged at 2000 rpm (751 ***g***) for 3 min at 4°C, followed by two PBS washes. Viability dye eFluor 506 was used to distinguish live from dead cells. Flow cytometry data were acquired using a BD LSRFORTESSA and analyzed with FlowJo 10.8.1 software.

### RNA-seq data processing

Reads were aligned to the mm10 mouse aligner index – whole genome – using DeSeq2 (Love et al., 2014) with default settings. Differential expression was assessed via ANOVA in the Partek Genomic Suite (Partek Incorporated). A read count threshold of ten reads per gene was used to distinguish expressed from unexpressed genes, and genes below this threshold were excluded from ANOVA analysis. Significantly upregulated or downregulated genes were identified based on FDR≤0.05 and ≥2-fold change. Enriched GO terms for differentially expressed genes were determined using Enrichr (Kuleshov et al., 2016)**.** RNA-seq heatmaps using normalized counts were generated using R-Studio software.

### Analysis of transcription factor binding sites

The promoter regions (−500 bp to TSS) of *Pparg*, *Cebpa*, *Stat3* and *Krox20* were scanned for transcription factor binding motifs using TRANSFAC (Wingender et al., 2000). The only transcription factor motif that was found in all four genes was Sp1. The number of Sp1 binding sites were also counted for each gene.

### Statistical analysis

Significant changes (*P*<0.05) were determined by *t*-test (groups of 2) or ANOVA (groups >2). Gehan-Breslow-Wilcoxon test was used for survival analysis.

## Supplementary Material

10.1242/develop.204976_sup1 Supplementary information

Table S1. RNA-seq analysis of genes differentially expressed upon deletion of Nelfb in cells cultured in adipocyte differentiation medium. Significantly upregulated or downregulated genes were identified based on FDR . 0.05 and . 2- fold change.

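Table S1 lists each differentially expressed gene with its fold change. All 1120 of its genes are in the authors' table of CPM values, all were tested here, and all changed in the same direction. Of the 1120 genes, 966 passed an adjusted p of 0.05 and a 2-fold change in limma, 659 of the increased and 307 of the decreased genes. The other 154 did not pass here. Conversely, 858 genes that passed here are not in the table, 573 increased and 285 decreased. Both lists come from the same 6 libraries, so that the overlap is no independent test. The overlap moved most without Nelfb-/- replicate 3, to 357 genes. The fold changes of Table S1 are ratios of the mean CPM of the groups. Over 1116 genes their log2 values correlated with the ratios computed here at r = 0.999967 (across genes, which are not independent replicates), and 96.7% lay within 0.02. Of the 21 genes that Table S1 lists with a fold of 100 or more, 14 had a group with at most 3 reads in every library, for which only a lower bound of the fold can be given.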

Table S2. List of primers and siRNA sequences used. This table provides the sequences of RT-QPCR primers, CUT&RUN primers, genotyping primers, and siRNA sequences.

# Supplementary material for: Nelfb promotes dermal white adipose tissue formation through RNA polymerase II-mediated adipogenic gene regulation
**Source:** Development. 2025 Oct 10;152(20):dev204976. doi: 10.1242/dev.204976
**Supplement:** Supplementary information

Supplemental Figure 1

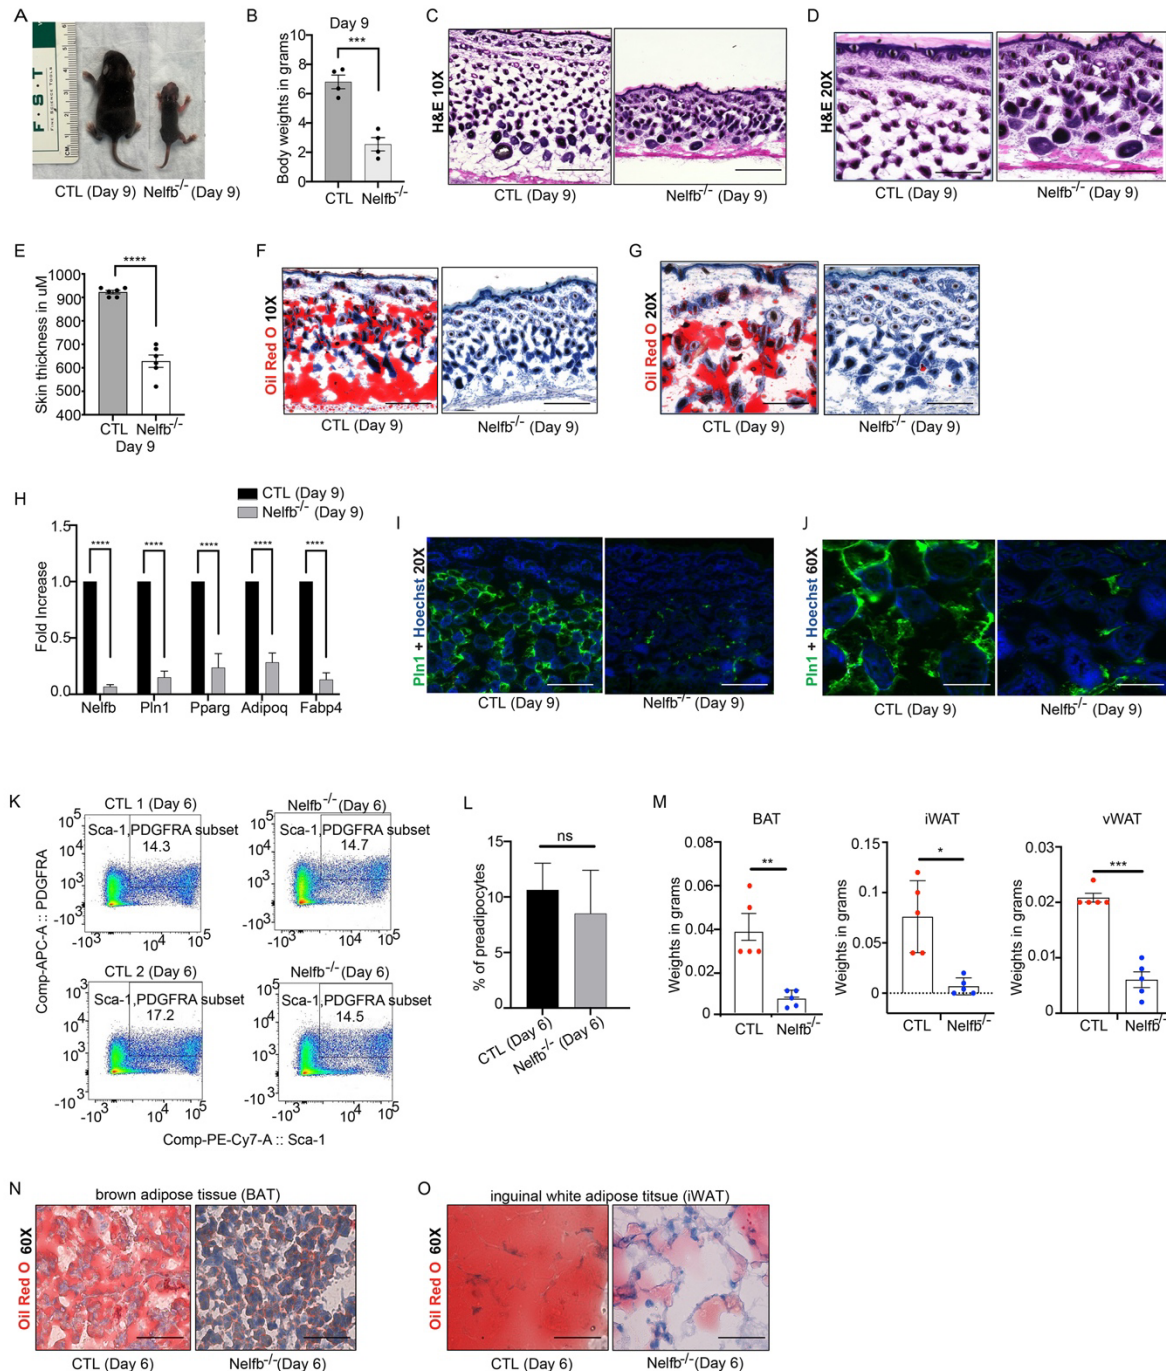**Fig. S1. Nelfb is essential for the formation of white and brown adipose tissue.**

**(A)** Images of control (CTL: *Nelfb*<sup>fl/fl</sup> *Pdgfra*-Cre+ or *Nelfb*<sup>wt/wt</sup> *Pdgfra*-Cre+) and *Nelfb*<sup>-/-</sup> (*Nelfb*<sup>fl/fl</sup> *Pdgfra*-Cre+) mice at postnatal day 9. **(B)** Body weights of CTL and *Nelfb*<sup>-/-</sup> mice at day 9. All individual dots in bar graphs represent data from an individual mouse (N=4).

**(C-D)** Hematoxylin and Eosin staining of CTL and *Nelfb*<sup>-/-</sup> dorsal skin harvested at day 9 at 10X (C) and 20X (D) magnification (N=4). **(E)** Quantification of CTL and *Nelfb*<sup>-/-</sup> dorsal skin thickness from animals harvested at day 9 (N=6). **(F-G)** Oil Red O staining of CTL and *Nelfb*<sup>-/-</sup> dorsal skin harvested at day 9 at 10X (F) and 20X (G) magnification (N=4). **(H)** RT-qPCR of adipogenic genes on CTL and *Nelfb*<sup>-/-</sup> dermis at day 9 (N=4). Results were normalized to house-keeping gene, *Gapdh*. Mean values are shown with error bars representing SEM.

\*\*\*\*p<0.0001 (two-tailed unpaired t tests). **(I-J)** Staining of dorsal skin from CTL and *Nelfb*<sup>-/-</sup>

mice with antibodies against Pln1 (Pln1; mature adipocyte marker: green) and Hoechst 33342 (nuclei stain: blue) at 20X (I) and 60X (J) magnification (N=3). **(K)** Representative flow cytometry plots for gating preadipocytes. The plot shows Pdgfra/Sca-1 double positive cells gated from dorsal dermis of CTL and *Nelfb*<sup>-/-</sup> mice at postnatal day 6. Cells were first gated based on FSC and SSC, followed by exclusion of dead cells. This is followed by gating for CD45-/CD31- population to remove immune and endothelial cells. Pdgfra/Sca-1 was gated from CD45-/CD31- population. **(L)** Quantification of preadipocytes from dorsal dermis of CTL and *Nelfb*<sup>-/-</sup> mice (N=4). Mean values are shown with error bars representing SEM, (Two tailed paired t tests). NS=not significant. **(M)** Weight of interscapular brown adipose tissue (BAT), inguinal white adipose tissue (iWAT), and mesenteric visceral white adipose tissue (vWAT) from CTL and *Nelfb*<sup>-/-</sup> mice at postnatal day 6. Each dot represents weight of tissue from an individual animal. **(N)** Oil Red O staining of CTL and *Nelfb*<sup>-/-</sup> brown adipose tissue harvested at day 6 (N=4). **(O)** Oil Red O staining of CTL and *Nelfb*<sup>-/-</sup> inguinal white adipose tissue harvested at day 6 (N=2). Scale bar=50µm for 60X, 150µm for 20X, 300µm for 10X.

Supplemental Figure 2

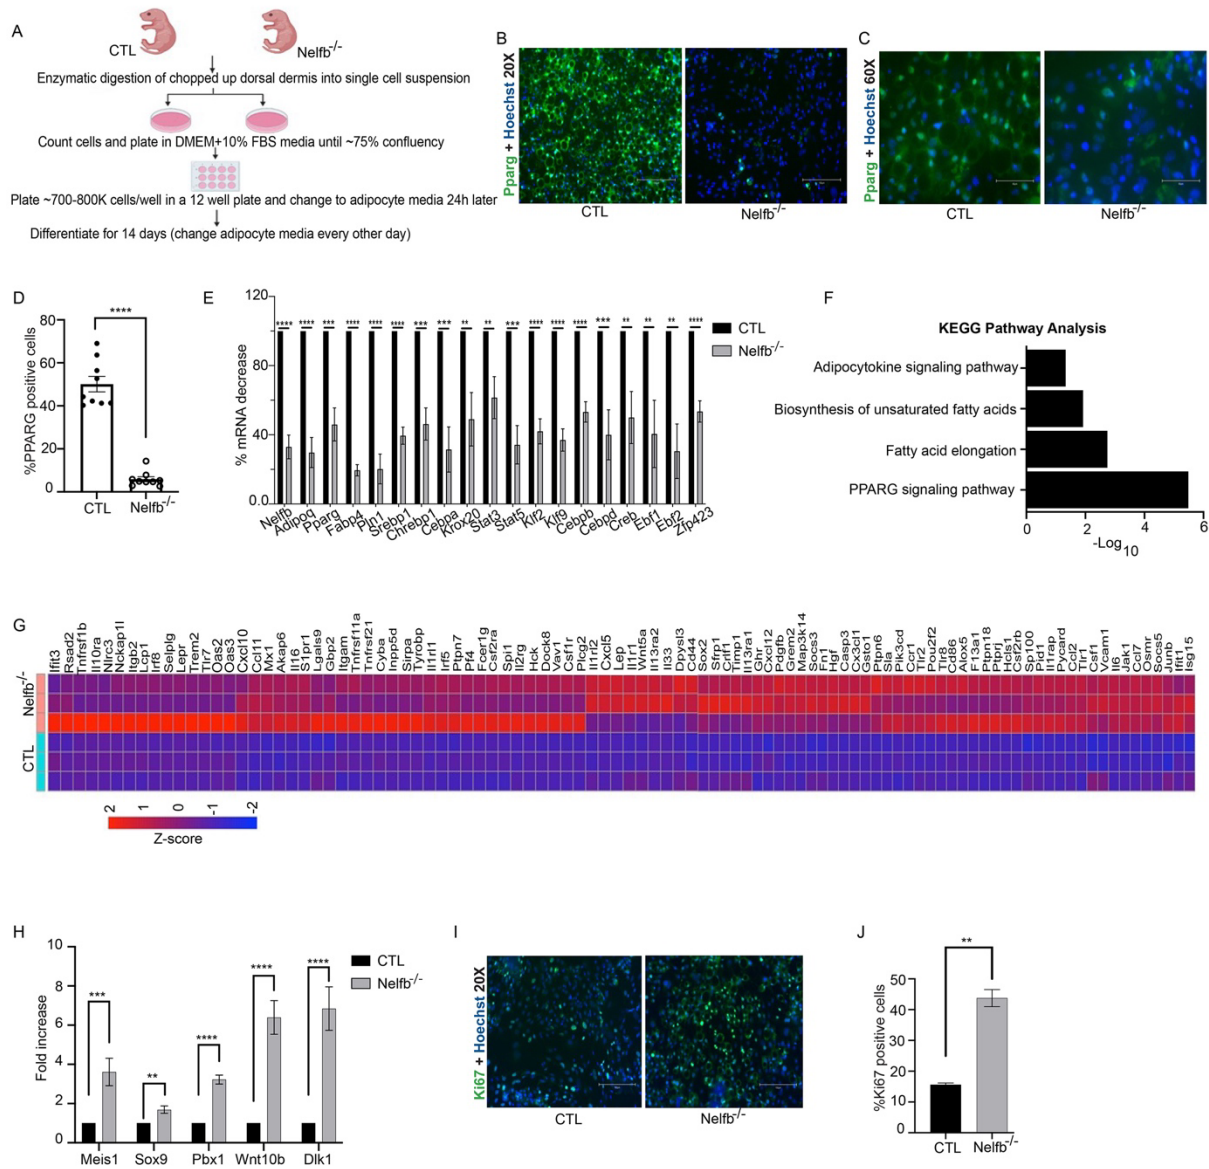**Fig. S2. *Nelfb* promotes adipocyte differentiation.**

(A) Schematic diagram of cell isolation from postnatal day 0 dermis harvested from control (CTL: *Nelfb*<sup>fl/fl</sup> *Pdgfra*-Cre<sup>+</sup> or *Nelfb*<sup>wt/wt</sup> *Pdgfra*-Cre<sup>+</sup>) and *Nelfb*<sup>-/-</sup> (*Nelfb*<sup>fl/fl</sup> *Pdgfra*-Cre<sup>+</sup>) mice. Isolated cells were cultured in adipocyte differentiation medium for 14 days. (B-C) Staining of CTL and *Nelfb*<sup>-/-</sup> cells with antibodies against Pparg (green) and Hoechst 33342 (nuclei stain: blue) at 20X (B) and 60X (C) magnification (N=4). (D) Percent of Pparg<sup>+</sup> cells were quantified from 60X images (N=3). (E) RT-qPCR of adipogenic genes on CTL and *Nelfb*<sup>-/-</sup> cells (N=3). Results were normalized to house-keeping gene, *Gapdh*. (F) KEGG Pathway analysis of 358 downregulated genes in *Nelfb*<sup>-/-</sup> cells using Enrichr. (G) Heat map of the top 100 upregulated genes ( $\geq 2$ -fold change) in *Nelfb*<sup>-/-</sup> cells compared to CTL adipocytes. 

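Of the gene names in the heat map, 98 could be read, and all 98 were tested in the RNA-seq data. All of them were higher in Nelfb-/- cells, with log2 fold changes from 1.05 to 7.44 (Cxcl5) and a median of 2.49. At 94 genes every Nelfb-/- library lay above every CTL library, and 81 genes were upregulated past the threshold in limma. The geometric mean of the 98 genes was 6.85, 4.54 and 6.38 CPM in CTL replicates 1, 2 and 3 and 42.7, 31.9 and 37.3 CPM in Nelfb-/- replicates 1, 2 and 3. Among them, 35 genes also stood in another of the lists used here, such as those of macrophage or interferon-induced genes. Since the heat map shows genes chosen for their increase in these libraries, the values describe the choice and do not test it.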

(H) RT-qPCR of inhibitors of adipogenesis (preadipocyte genes) on CTL and *Nelfb*<sup>-/-</sup> cells cultured in adipocyte differentiation medium for 14 days (N=4). (I) Staining of CTL and *Nelfb*<sup>-/-</sup> cells with antibodies against Ki67 (green) and Hoechst 33342 (nuclei stain: blue) (N=4). (J) Percent of Ki67<sup>+</sup> cells were quantified from 60X pictures. Mean values are shown with error bars representing SEM. \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 (two-tailed unpaired t tests). Scale bar=50µm for 60X, 150µm for 20X.

Supplemental Figure 3

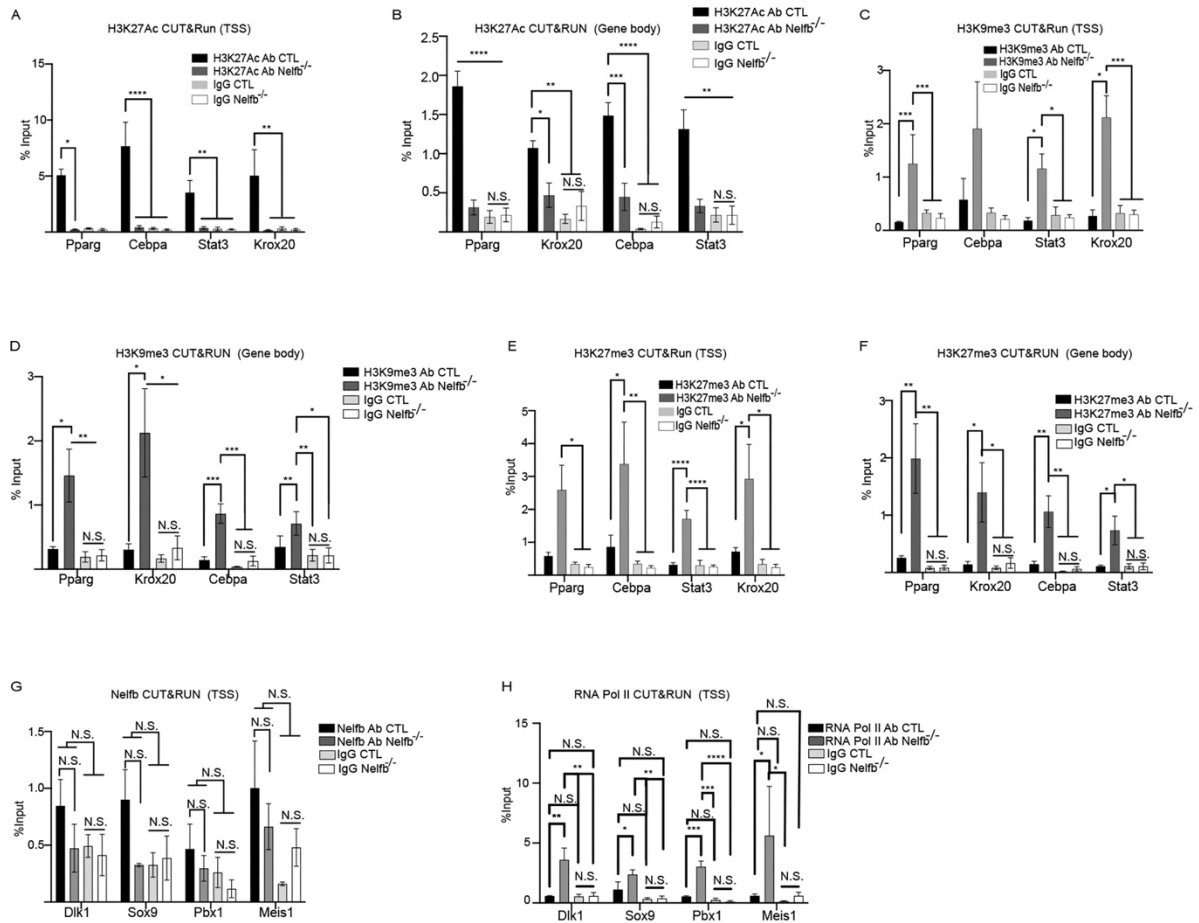

**Fig. S3. Nelfb is required for RNA Polymerase II stabilization and maintaining open chromatin at genes coding for adipocyte differentiation promoting transcription factors.**

(A-B) CUT&RUN on control (CTL: *Nelfb*<sup>fl/wt</sup> *Pdgfra*-Cre<sup>+</sup> or *Nelfb*<sup>wt/wt</sup> *Pdgfra*-Cre<sup>+</sup>) and *Nelfb*<sup>-/-</sup> (*Nelfb*<sup>fl/fl</sup> *Pdgfra*-Cre<sup>+</sup>) cells cultured in adipocyte differentiation medium for 14 days using an anti-H3K27ac (open chromatin) antibody and anti-IgG antibody. qPCR analysis was conducted on the TSS (A) and gene body (B) regions of *Pparg*, *Cebpa*, *Stat3*, and *Krox20*. Signal was calculated as a percent of total input DNA. (C-D) CUT&RUN was performed on CTL and *Nelfb*<sup>-/-</sup> cells using an anti-H3K9me3 (repressive chromatin) antibody and anti-IgG antibody. qPCR analysis was conducted on the TSS (C) and gene body (D) regions. (E-F) CUT&RUN was performed on CTL and *Nelfb*<sup>-/-</sup> cells using an anti-H3K27me3 (repressive chromatin) antibody and anti-IgG antibody. qPCR analysis was conducted on the TSS (E) and gene body (F) regions. (G-H) CUT&RUN on CTL and *Nelfb*<sup>-/-</sup> cells cultured in adipocyte differentiation medium for 14 days using an anti-Nelfb (G) antibody and an anti-RNA Pol II (H) antibody. qPCR analysis was conducted on transcription start site (TSS) regions of *Dlk1*, *Sox9*, *Pbx1*, and *Meis1*. Signal was calculated as a percent of total input DNA. Mean values are shown with error bars representing SEM. N=3 biological replicates for entire figure.

\*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 (one-way ANOVA followed by Tukey's multiple comparison tests). NS=not significant.

Supplemental Figure 4

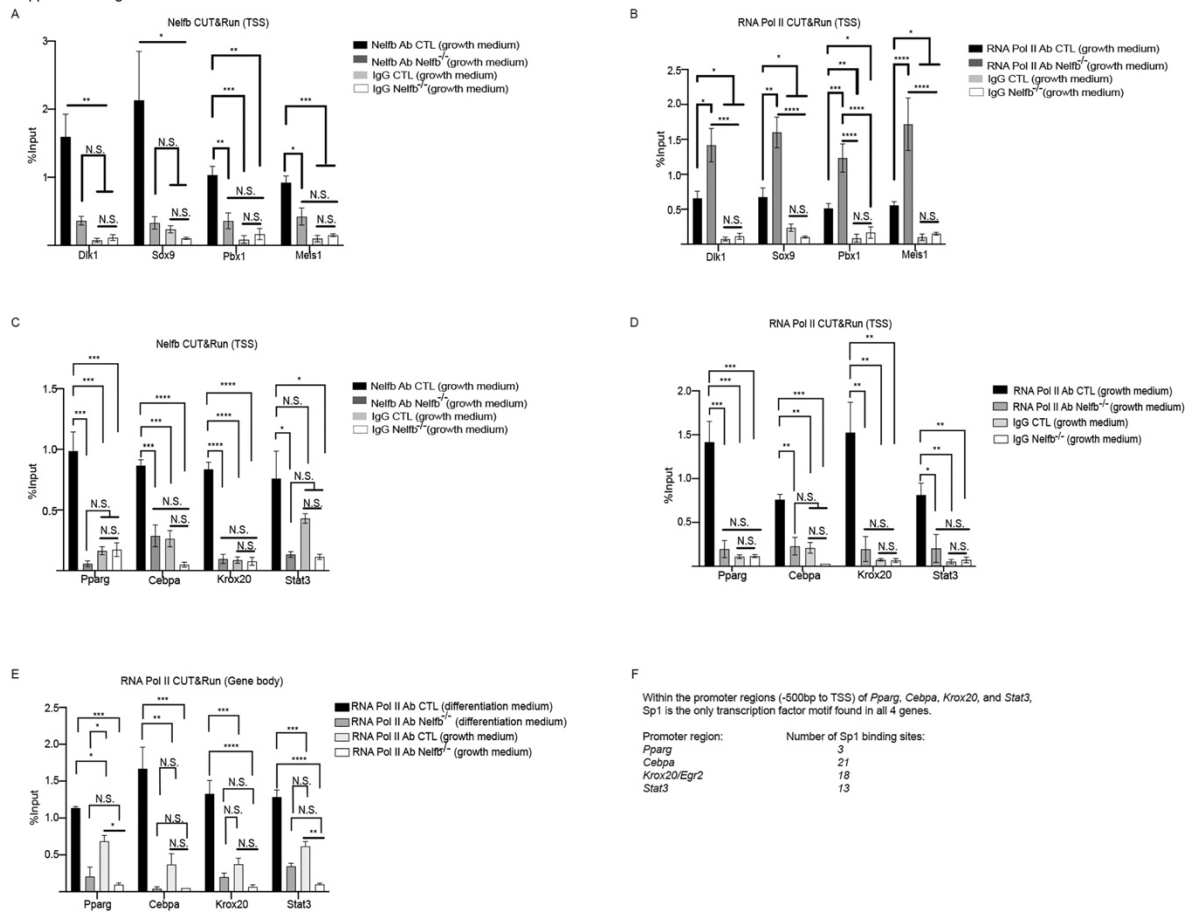

**Fig. S4. Nelfb binds and is necessary for RNA Polymerase II stabilization of differentiation transcription factors in adipocyte precursor cells.**

**(A-B)** CUT&RUN was performed on control (CTL: *Nelfb*<sup>fl/wt</sup> *Pdgfra*-Cre+ or *Nelfb*<sup>wt/wt</sup> *Pdgfra*-Cre+) and *Nelfb*<sup>-/-</sup> (*Nelfb*<sup>fl/fl</sup> *Pdgfra*-Cre+) cells using an anti-Nelfb (A) and anti-RNA Polymerase II (B) antibody. qPCR analysis using primers targeting transcription start site (TSS) regions of *Dlk1*, *Sox9*, *Pbx1*, and *Meis1*. Cells were cultured in growth medium. **(C-D)** CUT&RUN was performed on CTL and *Nelfb*<sup>-/-</sup> cells using an anti-Nelfb (C) and anti-RNA Pol II (D) antibody. qPCR analysis using primers targeting TSS regions of *Pparg*, *Cebpa*, *Krox20*, and *Stat3*. Cells were cultured in growth medium. **(E)** CUT&RUN was performed on CTL and *Nelfb*<sup>-/-</sup> cells using an anti-RNA Pol II and anti-IgG antibody. Cells were cultured in growth or adipocyte differentiation medium for 14 days. qPCR analysis using primers targeting gene body regions of *Pparg*, *Cebpa*, *Krox20*, and *Stat3*. Signal was calculated as a percent of total input DNA. Mean values are shown with error bars representing SEM. N=3 biological replicates for entire figure. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 (one-way ANOVA followed by Tukey's multiple comparison tests). NS=not significant. **(F)** The promoter regions of *Pparg*, *Cebpa*, *Krox20*, and *Stat3* were scanned for transcription factor binding motifs using TRANSFAC. The promoter region was defined as -500bp to the transcription start site of each gene. Sp1 was the only transcription factor binding motif found in all 4 genes.

Supplemental Figure 5

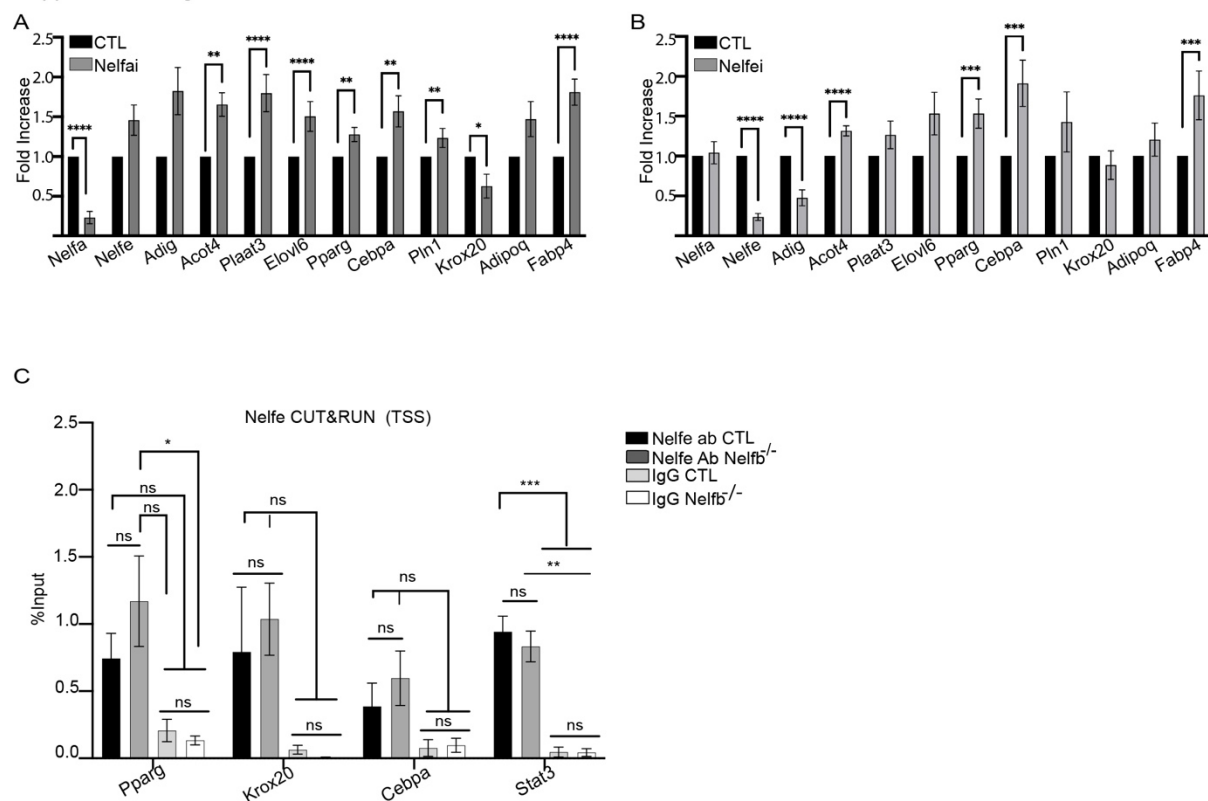**Fig. S5. Nelfa and Nelfe are not necessary for adipocyte differentiation.**

**(A)** Fibroblasts from newborn (P0) wildtype mice were isolated and knocked down using non-targeting siRNAs (Control:CTL) or Nelfa siRNAs (Nelfai). Cells were placed in adipocyte differentiation medium for 7 days and harvested for RNA. RT-qPCR of adipogenic genes was performed. Results were normalized to house-keeping gene, *Gapdh*. **(B)** Fibroblasts were knocked down using CTL or Nelfe siRNAs (Nelfei) and induced to differentiate in adipocyte medium for 7 days. RT-qPCR of adipogenic genes was performed. Results were normalized to house-keeping gene, *Gapdh*. **(C)** CUT&RUN was performed on CTL and *Nelfb*<sup>-/-</sup> cells using an anti-Nelfe and anti-IgG antibody. Cells were cultured in adipocyte differentiation medium for 14 days. qPCR analysis using primers targeting TSS regions of *Pparg*, *Cebpa*, *Krox20*, and *Stat3*. Signal was calculated as a percent of total input DNA. Mean values are shown with error bars representing SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 (multiple unpaired t tests for A-B and one-way ANOVA followed by Tukey's multiple comparison tests for C). N=5 for A-B and N=3 for C.

**Table S1. RNA-seq analysis of genes differentially expressed upon deletion of Nelfb in cells cultured in adipocyte differentiation medium.** Significantly upregulated or downregulated genes were identified based on  $FDR \leq 0.05$  and  $\geq 2$ -fold change.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204976#supplementary-data>

**Table S2. List of primers and siRNA sequences used.** This table provides the sequences of RT-QPCR primers, CUT&RUN primers, genotyping primers, and siRNA sequences.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204976#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

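The RNA-seq data of CTL and Nelfb-/- cells after 14 days were analysed here from a table of values that the authors deposited. It held 6 columns of values, 3 for CTL and 3 for Nelfb-/- cells, and each was matched to a sample by its label. The CUT&RUN, RT-qPCR and imaging data of the study were not analysed here. The authors state that reads were aligned to mm10 using DESeq2 with default settings, that genes under 10 reads were left out, and that differential expression was assessed in Partek. The aligner, the counting and the version of each tool are not stated. The values deposited by the authors are in CPM, since each column summed to 1e+06 once an offset of 0.0001 was subtracted from each value.

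The table held 17924 genes, of which 14362 were protein coding. Of these, 17551 were matched by name to a GENCODE annotation (vM21, GRCm38), and 98.9% of the matched genes had the same start and end there, so that the Ensembl IDs were taken from the annotation and the positions from the authors' table. The lowest values of each library were multiples of 1 step, and the step was read as the CPM worth of 1 read. Between 75.7% and 78.8% of the values up to 20 reads were whole multiples of the step, so that the values were not taken as whole read counts and no count-based test was run. The depth on the listed genes lay between 17.2 M and 29.4 M reads (M, 1e+06), with a median of 22.2 M in CTL and 21.1 M in Nelfb-/- cells. A value of 3 reads, the floor, was worth 0.102 to 0.175 CPM.

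The samples, the gene lists, the threshold and 17 alternatives were chosen before the data were examined. A pseudocount of 1 and a mean of at least 10 had been written for normalized counts without a unit. After the unit was known and before any test, these were set in reads by multiplying all CPM values by the geometric mean of the 6 depths (22.3 M). The same numbers taken in CPM, weights from voom, a test gene by gene without moderation of the variances and a term for the second split of the libraries are 4 alternatives chosen after the data were seen.

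Genes were tested with limma (3.58.1, R 4.3.3) on log2 values with an abundance trend in the variance, and p was adjusted by the method of Benjamini and Hochberg. Gene lists were tested with camera at a correlation of 0.01, and also with an estimated correlation and with fry. The adjustment for the 7 lists of pathways that the paper names was made apart from that for the other lists. A list's genes count only if they were tested. A gene with at most 3 reads in every library of a group was given a lower bound of its fold in place of a fold. In simulated libraries with the spread of the data, 132 of 200 changed genes (66%) were called, with 2 unchanged genes called. With no gene changed, 0 were called. Noise was drawn separately for each gene and library, so that the simulation lacked the second split that the real libraries share. The largest spreads were capped, and the changed genes all lay above the filter and differed by more than 2-fold. These numbers of calls therefore need not hold for the data.

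Genes named in the text are Nelfb and the other NELF subunits, every gene that the paper names in its text and in Figs 2E, S2E, S2G and S2H apart from 1 that is not reported here, members of the gene lists, and the 10 largest increases and 10 largest decreases past the threshold with the groups apart. Kcnk3, Gpx4-ps2, Gstp2, Acot1 and Acot3 were named after their values were seen, as neighbours or close copies of such genes. The lists for the pathways and for cell types were written from general knowledge, after the paper's Table S1 and Fig. S2G had been read, and they are neither the terms of the paper nor independent of it.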

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

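The results in this part concern genes that were not discussed in the paper's text. The tests of the Y-linked sum and of the melanocyte genes were fixed beforehand, and all others in this part were chosen only after the result was seen.

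Major urinary protein genes rose in Nelfb-/- cells. The sum of 15 Mup genes was 1.94, 1.07 and 7.42 CPM in CTL replicates 1, 2 and 3 and 505, 185 and 281 CPM in Nelfb-/- replicates 1, 2 and 3, with means of 3.48 ± 3.44 CPM and 324 ± 164 CPM (SD, n = 3). The ratio of the means was 93.1. Reads shared between the close copies would leave the sum unchanged and are excluded as the cause, although the values of single members remain uncertain. Of 22 listed genes 12 were tested, all 12 passed the threshold, and 9 are in Table S1. Their median log2 fold change was 6.30, or 5.97 with the 4 genes at the floor set to their bounds. No test here tells expression in the cultured cells from another source of these transcripts.

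Histone genes rose as well. The list of 14 genes, 13 of which are in Table S1, had a median log2 fold change of 2.70, and 12 passed. A larger share of dividing cells in the Nelfb-/- cultures was tested by the log2 ratio of 19 other histone genes, chosen after their values were seen, to the proliferation genes. It was -5.00 ± 0.88 in CTL and -3.95 ± 0.19 in Nelfb-/- cells (SD, n = 3), a difference of 1.05. Every Nelfb-/- library lay above every CTL library, but the rule for this test was made stricter after the value was seen, and chance alone parts 3 from 3 libraries in 10% of cases. With the second split of the libraries as a term, which took the median of the proliferation genes from 0.92 to 0.137, the 19 genes kept a median log2 fold change of 1.65 (2.08 without the term), and 17 of the 19 were higher in Nelfb-/- cells. The limma tests of this set gave p = 0.010 with fry and p = 0.21 with camera and an estimated correlation. For the 19 genes, more dividing cells and a change of the histone genes themselves cannot be told apart. These tests differ, and the genes were chosen after their values were seen. The list of 14 genes kept a median of 2.51 with the term. Its geometric mean was 9.93 CPM in Nelfb-/- replicate 1 and 4.74 CPM in CTL replicate 3. That of the proliferation genes was 8.02 and 30.5 CPM in the same libraries. Every Nelfb-/- library lay above every CTL library at 13 of the 14 genes and at 0 of the 30 proliferation genes. These values argue against more dividing cells as the whole cause for the 14 genes, a list written after Table S1 had been read. Of the 19 genes 2 passed the threshold, and 7 replacement histone genes had a median of 0.40.

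Melanocyte genes had a median log2 fold change of 3.46, or 2.79 with the 4 genes at the floor set to their bounds. Of 15 listed genes 10 were tested, 7 passed, and 4 are in Table S1. The median was 2.08 without Nelfb-/- replicate 3. Mean CPM rose by 22.1 for Tyrp1, 19.6 for Dct, 3.59 for Tyr, 2.35 for Pmel and 1.02 for Mlana, so that the increase of Pmel was 10.6% of that of Tyrp1. Melanocytes in the Nelfb-/- cultures and expression of single pigment genes in other cells cannot be told apart by these values, because no profile of melanocytes was used here.

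Skeletal muscle genes had a median log2 fold change of 2.78, with 23 of 30 listed genes tested, 21 past the threshold and 11 in Table S1. Their geometric mean was 0.784, 0.653 and 0.515 CPM in CTL replicates 1, 2 and 3 and 6.78, 3.60 and 4.42 CPM in Nelfb-/- replicates 1, 2 and 3. The Nelfb-/- libraries stood in the same order in this list, the melanocyte list and the Mup sum, and 3 libraries allow only 6 orders. No test here tells muscle cells in the cultures from muscle genes expressed in other cells.

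Xist stood at 771 CPM in CTL replicate 1, at 29.8 and 15.3 CPM in CTL replicates 2 and 3, and at 0.427, 0.116 and 0.204 CPM in Nelfb-/- replicates 1, 2 and 3. The 4 Y-linked genes of CTL replicate 1 summed to 7.76 CPM, which is 3.58% of the mean of the other 5 libraries, so that a female culture fits the level of Xist in that library. Without CTL replicate 1 the log2 fold change of Xist was still -6.33 (limma, adjusted p = 0.018), so that the number of female cultures is excluded as the whole cause of the decrease. Xist in CTL replicates 2 and 3 was 3.87% and 1.98% of that in CTL replicate 1. A small share of female cells in these 2 libraries cannot be told apart from another cause, because the Y-linked sum varied by 25.5% (SD) between the Nelfb-/- libraries. Reads assigned to the wrong library at 1 rate from CTL replicate 1 are excluded, since the other 5 libraries differed 256-fold. No Nelfb-/- library was female, so that an effect of Nelfb on Xist in female cells was not testable.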

How the results depend on the processing

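The 17 alternatives fixed beforehand and 4 chosen after the data were seen were compared with the results of the text. The 4 are the pseudocount and filter in CPM, voom weights, the test gene by gene without moderation of the variances and the term for the second split. The last is defined from the same values, so that its p values are not independent. The tests of DESeq2 and edgeR on whole reads were not run, because whole reads were not recovered. Scaling to equal totals moves nothing, since CPM totals are equal. Beyond the main results, 1375 comparisons stayed the same, 117 were weaker, 13 stronger and 11 reversed.

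The number of differentially expressed genes, 1824 (1232 increased, 592 decreased), ranged from 426 to 2480 when each library was left out, with 290 to 1704 increased and 136 to 776 decreased. With the adjusted p alone, 947 genes decreased. The pseudocount of 1 CPM and a mean of at least 10 CPM gave 848 genes (513 increased, 335 decreased), gene by gene without moderation 684 (438 and 246), and the term for the second split 2743, of which 937 decreased. The pseudocount of 0.1 gave 1750, that of 5 gave 1859, the looser filter 1965, no filter 1966, median-of-ratios scaling 1828, no trend 1744, voom weights 1688, and leaving out the 4 marker lists 1756.

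Leaving out each library gave 5 to 20 genes of the list of 23, 2 to 4 of the list of 21, 1 to 3 of the RT-qPCR list, 1 to 3 of the preadipocyte genes, and 357 to 976 genes shared with Table S1. Gene by gene without moderation these were 9 of the list of 23, 1 preadipocyte gene and 406 genes shared with Table S1. The pseudocount of 1 CPM gave 2 of the list of 21 and 1 preadipocyte gene. The term for the second split gave 7 of the list of 21 and 4 of the RT-qPCR list.

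Neither the labels nor the paper state whether replicate numbers pair the samples, so that a block for the replicate number was only an alternative. With this block 2175 genes passed and 2 of the RT-qPCR list, and the median of the Wnt list was 0.300 (limma, camera adjusted p = 0.034).

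The Wnt list had a median of 0.414 with the looser filter (limma, camera adjusted p = 0.034) and without a filter (adjusted p = 0.042), and 0.204 to 0.583 when each library was left out. When camera estimated the correlation, 0 of 7 lists passed: the branched-chain amino acid list (median -0.945, limma, adjusted p = 0.052), the PPAR list (-0.618, 0.13), fatty acid elongation (-0.195, 0.17), unsaturated fatty acids (-0.618, 0.12), fat cell differentiation (-0.698, 0.052) and interleukin 6 (1.36, 0.052) all lost their call, and 13 of the other lists became weaker. With fry, 3 other lists lost their call and 1 gained it.

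Signs turned only for values near 0, for the median of the fatty acid elongation list and for the Y-linked list. The median of the fatty acid elongation list turned from -0.195 to 0.0014 without CTL replicate 3. Nelfe was -0.0028 with median-of-ratios scaling, -0.0937 with the term for the second split and -0.0588 to 0.248 when each library was left out. Stat5b was -0.0688 with median-of-ratios scaling and -0.104 to 0.0656 when each library was left out. Zfp423 was -0.0065 with the term for the second split. Leaving out each library gave -0.0516 to 0.327 for Mlxipl and -0.163 to 2.35 for the Y-linked list, the lowest without CTL replicate 1.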

Differences from the paper's values

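The paper reports 1120 differentially expressed genes, 762 upregulated and 358 downregulated, and 1824, 1232 and 592 were found here. Of the alternatives fixed beforehand, leaving out CTL replicate 1 (871 genes, 629 and 242), CTL replicate 2 (758 genes, 536 increased) or Nelfb-/- replicate 2 (945 genes, 625 and 320) came within 1.5-fold of the paper's numbers. Among those chosen after the values were seen, the pseudocount and filter in CPM gave 848 genes (513 and 335), and the test gene by gene without moderation gave 246 decreased genes.

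Of the 1120 genes in Table S1, 154 did not pass here, with all of them changed in the same direction. With the replicate number as a block, an alternative fixed beforehand, 1084 of the 1120 genes passed, although it is not stated whether the numbers pair the samples. With the term for the second split, which is defined from the same values, 1085 passed.

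The paper calls Pparg and Cebpa significantly downregulated. Neither passed here (limma, adjusted p = 0.11 for Pparg and 0.69 for Cebpa). Neither gene is in the paper's Table S1, so that its list of differentially expressed genes and the calls here do not differ for them. Without CTL replicate 3, Pparg had an adjusted p of 0.033 from limma with a log2 fold change of -0.66, which is under 2-fold, and no alternative called Cebpa.

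The paper names Sox9 and Meis1 as upregulated, citing RT-qPCR (Fig. S2H) beside Table S1, and neither passed in the RNA-seq values here. Table S1 holds neither gene, so that its calls and those made here do not differ for them. Sox9 passed without CTL replicate 3 (3.74, limma, adjusted p = 0.013) and with the term for the second split (1.68, limma, adjusted p = 0.025). No alternative called Meis1.

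Among the 23 adipogenic genes, Elovl3, Adipoq and Zbtb16 did not pass here. Elovl3 passed without Nelfb-/- replicate 1 (-1.79, limma, adjusted p = 0.016) and with the term for the second split (-3.70, 0.0081). Adipoq passed without CTL replicate 3 (-1.53, 0.016). Zbtb16 passed with the replicate number as a block (-1.54, 0.034), without CTL replicate 3 (-1.94, 0.048), without Nelfb-/- replicate 1 (-2.05, 0.027) and with the term for the second split (-1.08, 0.0013).

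Of the genes in the heat map of adipogenic genes, Klf2, Zfp423 and Stat5b were not lower here. The legend gives a change of at least 2-fold for 43 genes, and 31 of the genes legible in it were at least 2-fold lower here. Of the 21 legible genes that the paper's text does not list, 3 are in Table S1. The Wnt list did not pass here, although it is not the paper's term.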

Other observations

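Of the tests in this part, those of the number of differentially expressed genes and of the macrophages were fixed beforehand, and all others were chosen only after the result was seen.

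The 6 libraries can be parted into 3 and 3 in 10 ways, so that the smallest share is 1 of 10. The genotypes gave the largest number of differentially expressed genes (1 of 10 ways as large), and the same 1 of 10 held for increased genes, decreased genes, the list of 23, the list of 21, the preadipocyte genes and the overlap with Table S1. For the RT-qPCR list and for the number of pathway lists with the preset camera test, 2 of 10 ways were as large. With 10 ways, chance cannot be ruled out by these counts.

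The second split, of CTL replicates 1 and 2 and Nelfb-/- replicate 1 from the other 3 libraries, gave 898 genes (585 higher and 313 lower in the latter). The mean depth differed by a ratio of 1.10, and the deepest and the shallowest library lay in the same subset, so that depth is excluded as the cause. All 30 of 30 proliferation genes were higher in every library of the subset of CTL replicate 3, with a median of 2.24, which fits a different share of dividing cells. A batch of cultures, extractions or sequencing runs cannot be told apart from this, because the labels and the paper name no batch. Mki67 had 29.4, 26.3 and 140 CPM in CTL replicates 1, 2 and 3 and 39.6, 162 and 139 CPM in Nelfb-/- replicates 1, 2 and 3.

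Between the genotypes the proliferation list had a median log2 fold change of 0.92 (limma, camera adjusted p = 0.038, fry adjusted p = 0.42), with 0 of 30 genes past the threshold. The median lay between 0.44 and 1.59 when each library was left out in turn. The camera call was lost in 4 of these 6 fits (limma, adjusted p of up to 0.30). With the second split as a term the median was 0.137. Since that split parts the libraries by these same genes, the median would fall whether or not the loss of Nelfb raised division, and the uneven place of the genotypes in the split cannot be told apart from an effect of the genotype.

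Of 30 macrophage genes 29 were tested, and all were higher in Nelfb-/- cells, with log2 fold changes from 1.93 and a median of 2.98. Of these, 23 passed and 23 are in Table S1. Their geometric mean was 23.5, 12.5 and 6.58 CPM in CTL replicates 1, 2 and 3 and 194, 53.6 and 84.9 CPM in Nelfb-/- replicates 1, 2 and 3. After the group means were subtracted, the median correlation of each gene with the mean of the other genes over the 6 libraries was 0.972, where 95% of 1000 random lists stayed under 0.564. A larger share of macrophages in the Nelfb-/- cultures fits these values. The list for interleukin 6 shares genes with this list, so that its increase may come from such cells.

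Several lists for other cell types rose in Nelfb-/- cells, with medians of 2.38 for Schwann cells (9 of 14 genes in Table S1) and 2.15 for keratinocytes. The endothelial list did not pass, with a median of 0.86, 8 of 11 genes higher and 1 past the threshold (limma, camera adjusted p = 0.20, fry adjusted p = 0.061). Without CTL replicate 1 it passed with camera (1.09, adjusted p = 0.047). A lower share of the main cell type would raise all lists alike if their genes were silent in that cell type, which was not tested. The medians of the macrophage and endothelial lists differed by 2.12 (permutation p = 4.0e-05, 1e+05 permutations of genes). This permutation treats genes as independent, although the macrophage genes moved together between libraries. A lower share of the main cell type as the whole cause is therefore not excluded. Interferon-induced genes had a median of 2.03, and imprinted genes had one of 0.26. Of the 4 Y-linked genes 0 passed the threshold (limma, camera adjusted p = 0.37 for the list), and the sign of the list turned without CTL replicate 1.

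The list of brown adipocyte genes had a median of -1.47 with 7 genes downregulated, and that of white adipocyte genes one of -0.73 with 2 downregulated and Lep upregulated. Lep had a log2 fold change of 5.26 (SE 0.88, limma, adjusted p = 0.014), and its call was lost without CTL replicate 2 and without Nelfb-/- replicate 2 or 3.

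Of the 20 genes measured by RT-qPCR in Fig. S2E, 14 were below 0 in the RNA-seq data, 7 were at least 2-fold lower, and 1, Nelfb, passed. Plin1 had a log2 fold change of -1.02 (limma, adjusted p = 0.12) and Fabp4 one of -1.04 (limma, adjusted p = 0.24). The paper also names Cebpb, Ebf1 and Mlxipl as lower by RT-qPCR. Their log2 fold changes here were -0.70, -0.34 and 0.11, with adjusted p from limma of 0.15, 0.18 and 0.81, so that Mlxipl was not lower. Among the other NELF subunits, Nelfa, Nelfcd and Nelfe had log2 fold changes of 0.17, 0.64 and 0.07, with adjusted p from limma of 0.42, 0.088 and 0.86.

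Of the 21 genes with a fold of 100 or more in Table S1, 14 had at most 3 reads in every library of a group, which fits folds set by the floor of detection. Mitochondrial genes held 5.56%, 6.24% and 3.04% of the reads in CTL replicates 1, 2 and 3 and 2.47%, 1.24% and 2.06% in Nelfb-/- replicates 1, 2 and 3.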
